# A Germline‐Specific Regulator of Mitochondrial Fusion is Required for Maintenance and Differentiation of Germline Stem and Progenitor Cells

**DOI:** 10.1002/advs.202203631

**Published:** 2022-10-18

**Authors:** Ru Zhang, Yi‐Xuan Tu, Ding Ye, Zhenglong Gu, Zhen‐Xia Chen, Yonghua Sun

**Keywords:** gametogenesis, germline stem cells, mitochondrial dynamics, *Pld6*, progenitor cells

## Abstract

Maintenance and differentiation of germline stem and progenitor cells (GSPCs) is important for sexual reproduction. Here, the authors identify zebrafish *pld6* as a novel germline‐specific gene by cross‐analyzing different RNA sequencing results, and find that *pld6* knockout mutants develop exclusively into infertile males. In *pld6* mutants, GSPCs fail to differentiate and undergo apoptosis, leading to masculinization and infertility. Mitochondrial fusion in *pld6*‐depleted GSPCs is severely impaired, and the mutants exhibit defects in piRNA biogenesis and transposon suppression. Overall, this work uncovers zebrafish *Pld6* as a novel germline‐specific regulator of mitochondrial fusion, and highlights its essential role in the maintenance and differentiation of GSPCs as well as gonadal development and gametogenesis.

## 1 Introduction

The mechanisms of sex determination are amazingly diverse. One mechanism is genetic sex determination, such as the XX/XY sex chromosome system in mammals and the ZZ/ZW sex chromosome system in birds.^[^ ^1^, ^2^ ^]^ Another mechanism is environmental sex determination (ESD), such as temperature controlled sex determination.^[^ ^3^ ^]^ In laboratory strains of zebrafish, sex differentiation is controlled by both polygenes and environmental factors, with the heteromorphic sex chromosome lost during domestication in the laboratory.^[^ ^4^ ^]^ Although adult zebrafish have two differentiated sexes, they all initially develop as ovary‐like juvenile gonads called “bipotential juvenile ovaries”. Zebrafish juvenile gonads contain immature oocytes capable of producing two end‐differentiated cell types, sperm, or oocytes. During development, approximately half of the juveniles undergo oogenesis and become females, while the other half terminates oogenesis and finally develop into males. The juvenile ovary‐to‐testis transformation in putative males arises from apoptosis‐driven degeneration of immature oocytes at about 23–35 days post fertilization (dpf).^[^ ^5^, ^6^ ^]^ Germline stem and progenitor cells (GSPCs), including primordial germ cells (PGCs) and germline stem cells (GSCs), greatly affects the sexual fate decision of germ cells. For example, an abundance of PGCs promotes ovary development, and insufficiency of PGCs promotes testis formation.^[^ ^7^, ^8^ ^]^ GSCs continue to proliferate throughout reproductive life of organisms to generate cells that undergo differentiation, while self‐renewing themselves.^[^ ^9^, ^10^ ^]^

The formation, maintenance, and differentiation of GSPCs are regulated by a multitude of mechanisms. In zebrafish, germ cells are set aside early on during embryogenesis as PGCs, by maternally‐derived germ plasm components.^[^ ^11^ ^]^ Disruption of germ plasm components, such as dead end (Dnd) and tudor domain‐containing proteins (TDRDs) usually resulted in the decrease of PGCs leading to masculinization and infertility.^[^ ^12^, ^13^, ^14^, ^15^, ^16^ ^]^ The PGCs then migrate to the developing gonad by following a gradient of the SDF1‐CXCR signaling.^[^ ^17^ ^]^ Disruption of factors involved in PGC migration, such as *sdf1a*,^[^ ^18^ ^]^ *rgs14a*,^[^ ^19^ ^]^ and *ca15b*,^[^ ^20^, ^21^ ^]^ also lead to sterilization.^[^ ^22^, ^23^ ^]^ The GSPC proliferation and differentiation are modulated by changes at the level of translation, transcription, RNA processing, as well as epigenetic modifications. The conserved NANOS translational repressors are essential to prevent premature germ cell differentiation.^[^ ^24^, ^25^, ^26^ ^]^ Vasa, which is a RNA‐helicase and promotes translation, is also required for GSPC differentiation and maintenance.^[^ ^27^ ^]^ PIWI‐interacting RNAs (piRNAs) contribute to both GSPC maintenance and to orchestrate gametogenesis by ensuring the stability of germline genome.^[^ ^28^, ^29^ ^]^ In mice, mutation of DNA methyltransferase (DNMT) induced accumulation of GSCs in males, namely spermatogonial stem cells (SSCs).^[^ ^30^ ^]^ Moreover, germline‐specific expression pattern is likely to be observed in these factors which are essential for GSPC specification, migration, self‐renewal, as well as differentiation.^[^ ^31^, ^32^, ^33^ ^]^

In addition to their long‐recognized role in energy production, mitochondria may also regulate cell fate determination and differentiation.^[^ ^34^ ^]^ The balance of mitochondrial fusion and fission, namely mitochondrial dynamics, is tightly related to cellular physiology and even cell fate.^[^ ^35^, ^36^ ^]^ It has been reported that normal mitochondrial dynamics is crucial for self‐renewal and differentiation of GSCs in *Drosophila*. For example, disrupted mitochondrial fusion impacts GSC maintenance by interfering lipid metabolism in a cell‐autonomous manner,^[^ ^37^ ^]^ and mitochondrial fission regulates germ cell differentiation by suppressing reactive oxygen species‐mediated activation of epidermal growth factor signaling.^[^ ^38^ ^]^ Mitochondria undergo continuous morphological and distributional changes during spermatogenesis^[^ ^39^ ^]^ and metabolic changes induced by mitochondrial function accompany SSC differentiation.^[^ ^40^ ^]^ However, it remains unknown whether there exists a germline‐specific regulator of mitochondrial dynamics, and how it functions in germ cell development and gonadal differentiation.

MitoPLD, is a member of the phospholipase D superfamily that is anchored on the mitochondrial surface. It has two major functions, one is to generate the lipid messenger phosphatidic acid which is necessary for mitochondrial fusion.^[^ ^41^, ^42^ ^]^ Knockdown of MitoPLD decreases mitochondrial fusion, resulting in mitochondrial fragmentation.^[^ ^43^ ^]^ The other function of MitoPLD is to participate in primary piRNA biogenesis as an endoribonuclease.^[^ ^42^, ^44^, ^45^, ^46^ ^]^ In mice, MitoPLD is highly expressed in testes and in growing oocytes, and loss of *MitoPLD* induces infertility of males but not females.^[^ ^44^, ^47^, ^48^, ^49^, ^50^ ^]^ In *Drosophila*, mutation of *zuc*, an orthologue of mouse *MitoPLD*, leads to female sterility and dorsoventral patterning defects during oogenesis.^[^ ^46^ ^]^ The effect of MitoPLD on females is inconsistent between mice and *Drosophila*.

In this study, we identified *MitoPLD* (referred to hereafter as *pld6*) as a germline‐specific regulator of mitochondrial fusion in zebrafish. The *pld6* mutants exclusively developed into infertile males with no sperm in the testes. Our study further revealed that a germline‐specific MitoPLD‐mediated mitochondrial fusion process is essential for maintenance and differentiation of GSPCs and thus for gonadal development and gametogenesis.

## 2 Results

### 2.1 Mitochondrial Organization Process is Highly Enriched in Juvenile Ovary

It is well‐known that the number of GSPCs greatly affects the gonadal differentiation of zebrafish. To better understand the genetic mechanisms underlying this process, we conducted a combined analysis of the RNA‐seq data of juvenile ovaries and testes at 25 and 30 dpf,^[^ ^51^ ^]^ and the microarray data of wildtype and germ cell‐less juvenile gonads at 14 and 22 dpf.^[^ ^52^ ^]^ As to the RNA‐seq data, we conducted cluster analysis and identified 1132 genes from cluster 1, which were highly expressed in putative testes, and 1306 genes from cluster 3, which were highly expressed in putative ovaries (**Figure** **1**A). 

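The paper cites a separate source for its RNA-seq data. There, single juvenile zebrafish gonads were dissected, and the polyadenylated RNA of each was sequenced after amplification of the cDNA. The fish carried a transgene that marks germ cells with green fluorescent protein. The samples analysed were 2 ovaries and 4 testes at 25 dpf, and 3 ovaries and 3 testes at 30 dpf. The paper's authors mapped the reads, removed duplicated reads and counted the remaining reads on each gene, and the deposited values are these counts without normalization. The count table names its columns by gonad size, and big gonads were taken as ovaries and small gonads as testes from the paper's own description of wildtype juveniles. The table lists 32520 genes by Ensembl identifier, of which 28113 had at least 1 count in any sample. The total counts were 5110156 and 5152576 in the 25 dpf ovaries, and 4654015 to 5331223 with a median of 5010208.5 in the 25 dpf testes. At 30 dpf they were 4480957 to 4555409 with a median of 4527951 in ovaries, and 4471588 to 4676396 with a median of 4612391 in testes. At these depths, 3 counts correspond to 0.509 to 0.818 CPM (counts scaled to the size of the library) after TMM normalization, and this floor covers counting error only. The TMM factors, which correct for the composition of each library, were 0.818, 0.855 and 0.957 in the 30 dpf ovaries, 0.984 and 0.962 in the 25 dpf ovaries, and 0.995 or more in the testes. From the counts, per-gene differences were tested with edgeR's quasi-likelihood test in a single model of the 4 groups, and the variable genes were clustered by k-means. The choices that could change the numbers include the test, the gonads entered in the model, the filter on low counts and the normalization between libraries, and for the clusters the measure of variation, the pseudocount and the number of clusters. The files do not pair the identifiers with gene symbols, so gene names and gene ontology terms were not analysed here, and the microarray data were not used here.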

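In the k-means clustering of the deposited counts, 2476 genes fell in the cluster that was highest in ovaries at both ages, and 2068 genes in the cluster that was highest in testes at both ages. The mean scaled expression of the ovary cluster was 0.58 in 25 dpf ovaries and 1.01 in 30 dpf ovaries, against -0.73 in 25 dpf testes and -0.86 in 30 dpf testes. For the testis cluster it was 0.63 and 0.97 in testes at 25 and 30 dpf, against -0.77 and -0.84 in ovaries. Among the settings tried, the ovary cluster was smallest, at 1280 genes, when variation was taken over the 4 group means instead of the 12 samples. A second cluster of 2023 genes was then also higher in ovaries at both ages, so that the pattern was divided between clusters. The other measures of variation gave an ovary cluster of 2346 genes (variance) and 2345 genes (unlogged values). In the per-gene test averaged over both ages, 19292 genes had enough counts to be tested. Of these, 4223 were higher in ovaries and 4108 were higher in testes at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the fits that kept at least 2 gonads in each group, both numbers were lowest when at least 10 counts were required in every sample. They were then 3311 higher in ovaries and 3296 higher in testes. The highest numbers were 4534 higher in ovaries with DESeq2 in place of edgeR, and 5057 higher in testes with upper-quartile normalization. That normalization left 3530 higher in ovaries, so that it reversed which sex had more called genes. Of the 2397 tested genes in the ovary cluster, 1964 were called higher in ovaries, and of the 2026 tested genes in the testis cluster, 1614 were called higher in testes. The clusters were chosen for these directions on the same gonads, so that the direction of the calls is not independent of them. The called share of all genes in both clusters was 78.7%, and it was 50.3% with a pseudocount of 0.1.
The genes with the largest differences among those with every ovary on the same side of every testis are given by identifier. ENSDARG00000107226 had 17 to 253 counts in the 5 ovaries and 0 to 2 counts in the 7 testes, so that it was at least 50.1-fold higher in ovaries on average (adjusted p = 6.7e-05 from edgeR's quasi-likelihood test). ENSDARG00000096579 had 0 or 1 counts in the testes and was at least 52.6-fold higher in ovaries on average (adjusted p = 0.0038 from the same test), but its counts in ovaries were uneven, with 2 and 27 at 25 dpf and 365, 243 and 4 at 30 dpf, and it was not called without 25 dpf ovary replicate 2, a fit that leaves 1 ovary at 25 dpf. In the other direction, ENSDARG00000102096 had 5 to 40 counts in testes and 0 to 3 in ovaries and was at least 4.36-fold higher in testes on average (adjusted p = 0.0034 from the same test). ENSDARG00000092457 had 2 to 32 counts in testes and 0 or 1 in ovaries and was at least 3.54-fold higher in testes on average (adjusted p = 0.0045 from the same test). Its counts in 25 dpf testis replicates 1 and 4 were 3 and 2, at or under the floor of 3 counts. Counting error alone could thus remove its full separation of testes from ovaries. From its own clusters, the paper states that one set of genes was highly expressed in putative testes and another in putative ovaries.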

The testis highly‐expressed genes were significantly enriched in blood vessel development process and actin filament organization process (Figure S1A, Supporting Information), while the ovary highly‐expressed genes were significantly enriched in ncRNA metabolic process, translation process, mitotic cell cycle process, and mitochondrial organization process (Figure 1B). By gene expression matrix analysis, we found that almost all the mitochondrial organization‐related genes were highly expressed in putative ovaries (Figure 1C; Figure S1B, Supporting Information). Moreover, the genes involved in mitochondrial oxidative phosphorylation were also highly expressed in putative ovaries, and the difference was more obvious between the samples at 25 dpf (Figure 1D).

**Figure 1:**
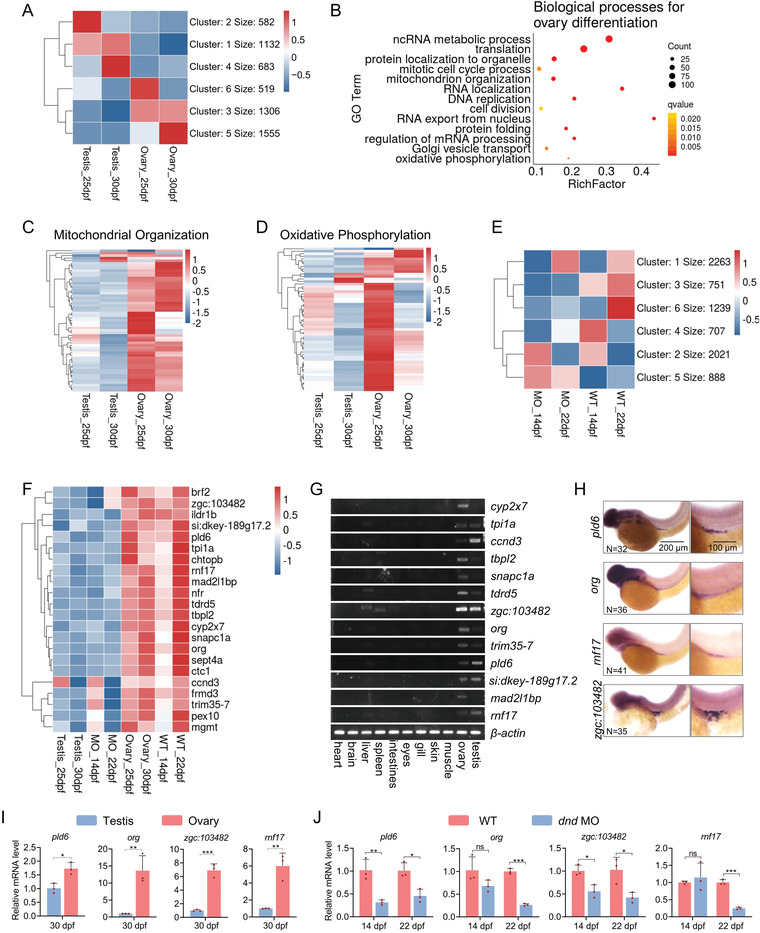
High expression of mitochondrial organization‐related genes in juvenile ovary. A) K‐means clustering of high‐variation genes in gonads. The genes of cluster 5 were highly expressed in the juvenile ovaries at 25 and 30 dpf. B) GO enrichment analysis of cluster 5 genes. C) Heatmap of mitochondrial organization‐related genes expression in juvenile ovary and testis at 25 and 30 dpf. D) Heatmap of oxidative phosphorylation‐related genes expression in juvenile ovary and testis at 25 and 30 dpf. E) K‐means clustering of high‐variation genes in trunks. The expression of cluster 4 genes was lower in *dnd*‐MO than in wildtype at 14 and 22 dpf. F) Heatmap of highly expressed genes overlapped between clusters 5 and 4 from gonads differentiating toward ovary. G) Detection of tissue‐specific gene expression by RT‐PCR. H) Detection of PGC‐specific gene expression by WISH. Scale bar: 200 µm for left; 100 µm for right. *N* represents analyzed embryo number. I) RT‐qPCR verification of differential expression of *pld6*, *org*, *zgc:103482*, and *rnf17* in juvenile ovary and testis of wildtype. Every three gonads were mixed into a sample and three biological replicates were performed. J) RT‐qPCR verification of differential expression of *pld6*, *org*, *zgc:103482*, and *rnf17* in gonads of wildtype and *dnd*‐MO. Every three gonads were mixed into a sample and three biological replicates were performed. The data were expressed as mean ± SD. The *P* values in this figure were calculated by two‐sided *t*‐test. *P < 0.05; **P < 0.01; ***P < 0.001; MO, morpholino; WISH, whole‐mount in situ hybridization; PGC, primordial germ cell; dpf, days post fertilization; RT‐qPCR, reverse‐transcription quantitative PCR.

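Tested at each age, 1666 genes were higher in ovaries and 886 higher in testes at 25 dpf, and 3601 were higher in ovaries and 3188 higher in testes at 30 dpf (2971 and 4069 with upper-quartile normalization), at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The comparison at 25 dpf had 2 ovaries against 4 testes, and its counts were 850 and 346 genes when the 30 dpf gonads were left out of the model. Of the 2552 genes called at 25 dpf, 2161 were also called at 30 dpf, and 2159 of these had the same direction, 1458 higher in ovaries and 701 higher in testes. A direct test of whether the difference between ovaries and testes depended on age called 0 genes, with a smallest adjusted p of 0.067 and 1952 genes at an unadjusted p under 0.05. Between 30 and 25 dpf, 0 genes were called within ovaries and 1 within testes, with 2215 and 2514 genes at an unadjusted p under 0.05. DESeq2 in place of edgeR called 102 genes for the dependence on age, 182 between ages in ovaries and 396 between ages in testes. The gene called within testes, ENSDARG00000092920, is named here after its values were seen. It had 166 ± 16.5 CPM (SD, n = 3) in 30 dpf testes and 39.0 ± 11.0 CPM (SD, n = 4) in 25 dpf testes, a log2 fold change of 2.06 (standard error 0.24, adjusted p = 0.049 from edgeR's quasi-likelihood test), and it was not called in 8 of the 12 fits that each left out one gonad.

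**Figure D1:**
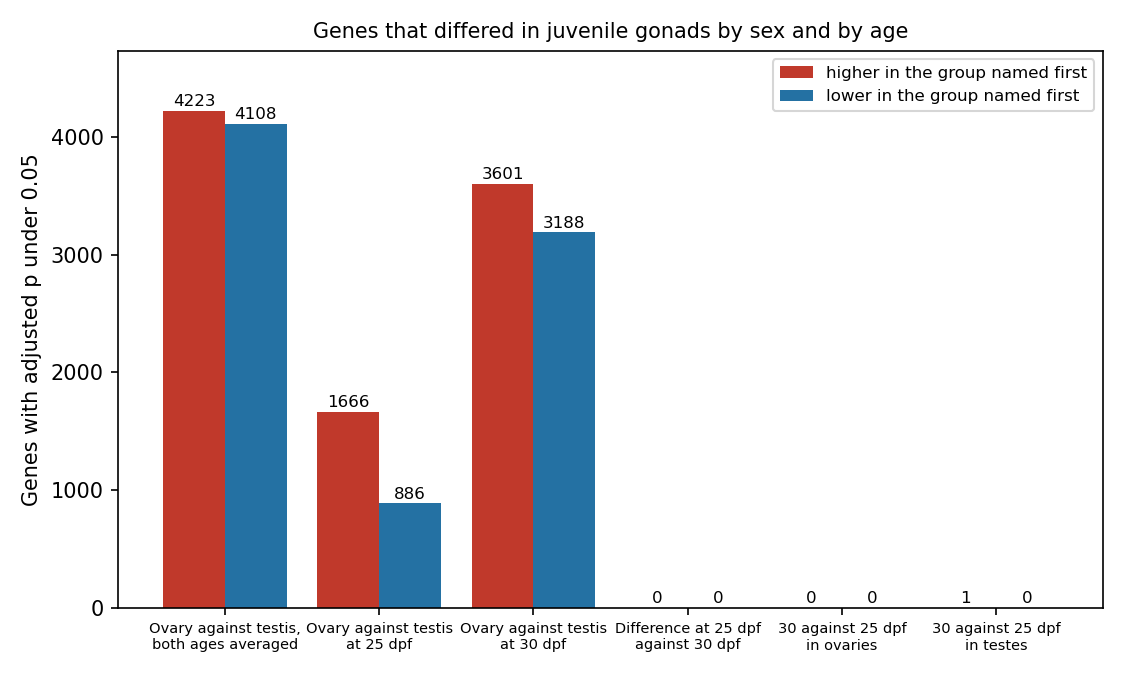
Number of genes with an adjusted p under 0.05 in each of the 6 comparisons of juvenile gonads, with genes higher in the group named first in red and genes lower in blue. The comparisons of ovaries with testes have 886 to 4223 genes on each side, and the comparisons that involve age have 0 or 1.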

Dnd, as a component of germ plasm, is required for zebrafish germ cell migration and survival,^[^ ^14^ ^]^ and early depletion of PGCs by morpholino knocking down *dnd* promotes testis formation.^[^ ^52^ ^]^ Comparing the transcriptome of wildtype and *dnd*‐knockdown gonads could provide insights on the genetic mechanisms underlying germ cell differentiation. As to the microarray data of wildtype and *dnd* MO‐injected juvenile gonads at 14 and 22 dpf,^[^ ^52^ ^]^ we obtained 888 genes from cluster 5, whose expression was higher in *dnd* MO‐injected gonads and 751 genes from cluster 3, whose expression was higher in the wildtype than in *dnd* MO‐injected gonads at two stages (Figure 1E; Figure S1C, Supporting Information). We further obtained 22 overlapped genes from those genes highly expressed in putative ovaries versus putative testes (1306 genes) and in wildtype versus *dnd* morphants (751 genes). In these overlapped genes, only one mitochondrial organization‐related gene, *pld6*, MitoPLD in zebrafish, was identified (Figure 1F).

To identify the genes which were most likely to be required for gametogenesis and gonadal differentiation, we performed a screening according the following criteria: the genes should be specifically expressed in the gonads at adult stage and in GSPCs at embryonic stage. From 22 genes, we screened 13 which were expressed predominantly in ovary or testis of adults (120 dpf) (Figure 1G). Of these 13 genes, we identified several genes, such as *tdrd5*, *tdrd4* (*rnf17*),^[^ ^16^, ^53^ ^]^ and *org*,^[^ ^54^ ^]^ which were known to play roles in gametogenesis, and *pld6* as well (Figure 1G). We performed reverse transcription PCR (RT‐PCR) analysis and found that 11 genes, except *cyp2x7* and *trim35‐7*, were lowly expressed in *dnd* MO‐injected gonads (Figure 1J; Figure S1F, Supporting Information). Since *rnf17*, *org*, and *zgc:103482* have been reported to be expressed in PGCs,^[^ ^53^, ^54^ ^]^ we explored whether there were novel markers of PGCs by whole‐mount in situ hybridization (WISH) assay. In addition to the above‐mentioned three known genes, the WISH signals of *pld6* were specifically detected in the PGCs of embryos at 3 dpf (Figure 1H; Figure S1G, Supporting Information). We further verified that *pld6*, *org*, *zgc:103482*, and *rnf17* were highly expressed in the juvenile ovaries (Figure 1I). All these results indicated that the mitochondrial organization process might be essential for ovarian differentiation and *pld6* could play a critical role in this process.

### 2.2 *pld6* is Novel Marker for Germ Cells at Different Stages

A set of experiments were utilized to analyze the expression of *pld6* during zebrafish gametogenesis. Fluorescence in situ hybridization (FISH) against gonad sections demonstrated that *pld6* mRNA was specifically expressed in oogonia and oocytes (stage I, II, IIIA) in ovary, and spermatogonia in and spermatocytes testis (**Figure** **2**A,B). RT‐qPCR analysis indicated that *pld6* mRNA exhibited a maternal supply and gradually decreased from shield stage (Figure 2C). The *dnd* knockdown specifically eliminated the expression of *pld*6, confirming that *pld6* was specifically expressed in the embryonic PGCs (Figure 2D,E). We further utilized two recently published single‐cell transcriptome data,^[^ ^55^, ^56^ ^]^ to analyze the cell types that express *pld6*. The results showed that, *pld6* were specifically expressed in germ cells including GSCs, early meiotic germ cells, and early oocytes in juvenile ovary (Figure 2F). In detail, *pld6* was co‐expressed with *nanos2* in GSPCs,^[^ ^25^, ^26^ ^]^ and with *sycp1*, *sycp2* and *sycp3* in meiotic germ cells.^[^ ^57^, ^58^, ^59^ ^]^ However, *pld6* was lowly expressed in *zp3‐* and *zar1*‐expressed early oocytes^[^ ^60^, ^61^ ^]^ (Figure 2G). In adult testis, *pld6* was also specifically expressed in germ cells rather than somatic cells (Figure 2H). In detail, *pld6* was highly expressed in spermatogonia and lowly expressed in spermatocytes. Whereas, there was no expression of *pld6* in spermatids (Figure 2I). We then verified the germ cell‐specific expression of *pld6* using two‐color FISH. As seen in Figure 2J,K, both ovary and testis exhibited high expression of *pld6*, which expression signals were colocalized with *vasa* signals, which specifically labeled germ cells. Thus, we identified *pld6*, a gene encoding mitochondrial fusion regulator, as a novel marker for zebrafish germ cells in both sexes.

**Figure 2:**
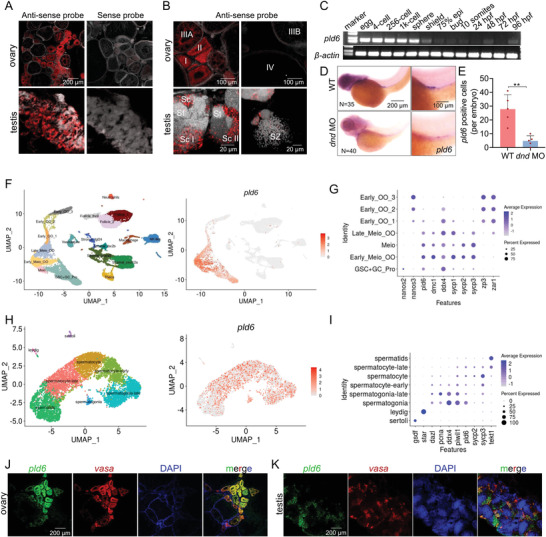
Specific expression of zebrafish *pld6* in germline. A,B) In situ hybridization of ovary and testis cryosections with *pld6* probe. Scale bar: 200 µm for A; 100 µm for B up; 20 µm for B down. C) Expression detection of *pld6* in early embryonic stage by RT‐PCR. D) Expression detection of *pld6* in wildtype and *dnd*‐knockdown 3 dpf embryos by WISH. *N* represents analyzed embryo number. E) Statistical analysis of *pld6*‐positive cells in wildtype and *dnd*‐knockdown 3 dpf embryos in panel D. F) The exhibition of 19 cell types in the ovary at 40 dpf by UMAP (left). The distribution of *pld6*‐expressed cells (right). G) Expression of ten marker genes (*nanos2*, *nanos3*, *pld6*, *dmc1*, *ddx4*, *sycp1*, *sycp2*, *sycp3*, *zp3*, and *zar1*) in the germ cells at different stages. H) The exhibition of 8 cell types in the adult testis by UMAP (left). The distribution of *pld6*‐expressed cells (right). I) Expression of ten marker genes (*gsdf*, *star*, *dazl*, *pcna*, *ddx4*, *piwil1*, *sycp2*, *sycp3* and *tekt1*) in the somatic cells and germ cells at different stages. J) Two‐color fluorescent in situ hybridization of adult ovary with probes of *pld6* and *vasa*. Scale bar: 200 µm. K) Two‐color fluorescent in situ hybridization of adult testis with probes of *pld6* and *vasa*. Scale bar: 200 µm. The data were expressed as mean ± SD. The *P* values in this figure were calculated by two‐sided *t*‐test. **P < 0.01; MO, morpholino; WISH, whole‐mount in situ hybridization; dpf, days post fertilization.

### 2.3 Depletion of *pld6* Leads to Masculinization and Infertility

To investigate the functions of *pld6*, we generated zebrafish *pld6* mutant by CRISPR/Cas9 approach, and two mutated alleles (*ihb587*, *ihb588*), with deletion of 2 or 65 base pairs, were obtained (**Figure** **3**A). These mutations led to the shift of the open reading frame and the deletion of the conserved PLD domain in the MitoPLD (Figure S2A, Supporting Information). Since there was no phenotypic difference between the homozygous mutants between these two alleles, we only presented the results of *ihb587* allele in subsequent studies. By high resolution melting (HRM) analysis, we identified the homozygotes, the heterozygotes, and the wildtype (Figure S2B, Supporting Information). Transcripts of *pld6* was almost undetectable in the homozygotes (Figure 3B), indicating the effectiveness of the CRISPR‐mediated mutation.

**Figure 3:**
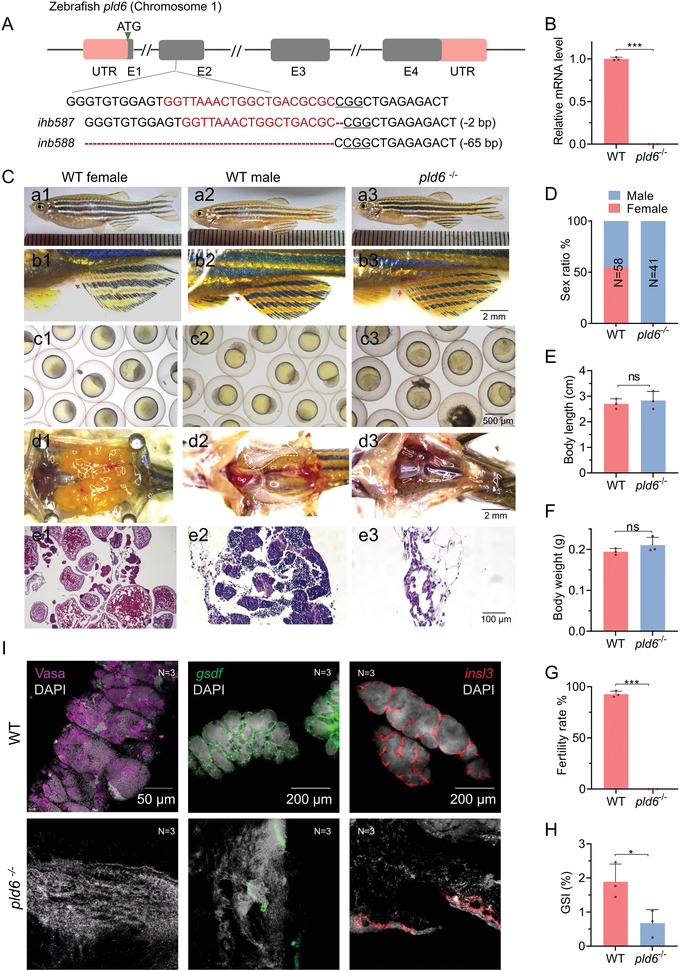
Masculinization and infertility induced by *pld6* deficiency in zebrafish. A) Schematic of zebrafish *pld6* genome locus and the gRNA target. Red font indicates gRNA target sequences. B) RT‐qPCR analysis of *pld6* expression in 22 dpf gonads of *pld6*‐null mutant. C) Morphological and anatomical analyses of wildtype and *pld6*‐null mutant. D) Sex ratio of wildtype and *pld6 ^−/−^* groups. *N* represents analyzed individual number. E,F) Comparison of body length and body weight between wildtype and mutant. G) Comparison of fertilization rates between wildtype and mutant. H) Comparison of the GSI between wildtype males and mutant males. I) Anti‐vasa immunostaining and in situ hybridization of wildtype and mutant testis with probes of *gsdf* and *insl3*. Scale bar: 50 µm for Vasa, 200 µm for *gsdf* and *insl3*. *N* represents analyzed individual number. The data were expressed as mean ± SD. The *P* values in this figure were calculated by two‐sided *t*‐test. *P < 0.05; ***P < 0.001; and ns, no significant difference; RT‐qPCR, reverse‐transcription quantitative PCR; GSI, gonadosomatic index.

All the *pld6*‐depleted fish were viable, but *pld6*‐null mutant adults were all phenotypically male‐like, judging from subtle golden stripes, slim abdomen shape, and an absence of genital papilla (Figure 3C(a1–a3),(b1–b3),D). Additionally, the *pld6* ^−/−^ mutants displayed body weights and body lengths similar to their wildtype siblings at 3 months post‐fertilization (mpf) (Figure 3E,F). When mated to females, the mutant males exhibited normal sex behavior and induced female spawning. However, no successful fertilization was observed from the mating between wildtype females and the *pld6*‐depleted males (Figure 3C(c1–c3),G). Histological analysis of the gonadal tissues indicated no germ cells in the atrophied testes of the *pld6*‐deficient adults (Figure 3C(d1–d3),(e1–e3)). The gonadosomatic index (GSI) of *pld6* ^−/−^ mutants was significantly lower than that of wildtype males (Figure 3H). To confirm that male infertility defect was induced by genetic loss of *pld6*, we recovered the *pld6* expression by transgenic technology. The results showed that the female individuals were obtained, and the fertility of the mutant was also recovered in the transgenic mutant lines (Figure S2C–E, Supporting Information). No gain of function phenotypes in somatic tissues were detected in the *pld6*‐transgenic fish, probably due to the low expression of *glycerol kinase 5* (*gk5*), which encodes a putative Pld6 interacting factor,^[^ ^62^ ^]^ in somatic tissues instead of gonads (Figure S2F, Supporting Information). Moreover, *gk5* showed high expression in GSCs, which was similar to the expression profile of *pld6* (Figure S2G,H, Supporting Information).

We further identified the cell types in the mutant gonad by examining a set of molecular markers. The expression of Leydig cell‐specific genes *(insl3* and *cyp17a1*), and Sertoli cell‐specific genes (*gsdf* and *amh)* was still detectable in mutant. However, the expression of germ cell‐specific genes, *vasa* and *nanos2*, were not detected in mutant (Figure 3I; Figure S2I, Supporting Information). These results indicated that depletion of *pld6* resulted in the loss of germ cells, but did not affect the development of gonadal somatic cells, finally leading to masculinization and infertility.

### 2.4 Depletion of *pld6* Results in Loss of GSPCs in Juveniles

Zebrafish with PGC depletion have been reported to exclusively develop into infertile males.^[^ ^7^, ^13^, ^52^ ^]^ We wondered whether the infertile phenotype of mutants was due to low number of embryonic PGCs. First, we investigated the formation of PGCs in the *pld6*‐disrupted zebrafish by WISH with *vasa* probe. The PGC number in the null‐mutant was comparable to that in the wildtype (**Figure** **4**A,B). The expression level of germ plasm components such as *piwil1* and *buc* exhibited no difference between the mutant and wildtype (Figure 4C). To determine if the maternally provided *pld6* transcripts were still functional in the early embryonic development stage in the zygotic mutants of *pld6*, we designed morpholino (MO) antisense oligonucleotides to block the maternal expression of *pld6*. As shown in Figure S3A, Supporting Information, the MO specifically and effectively blocked the translation of the fusion reporter, but not the control mRNAs. In the *pld6*‐MO injected embryos at 4‐cell, 4 hpf, 1 dpf, and 2 dpf, the numbers of *vasa*‐positive PGCs were decreased. No obvious difference was observed between wildtype and *pld6‐*overexpressed embryos. Moreover, the decreased PGC numbers in morphants could be rescued by *pld6* mRNA, further demonstrating the specificity of *pld6*‐MO (Figure S3B,C, Supporting Information). These results suggest that maternally provided *pld6* mRNA is required for early PGC formation.

**Figure 4:**
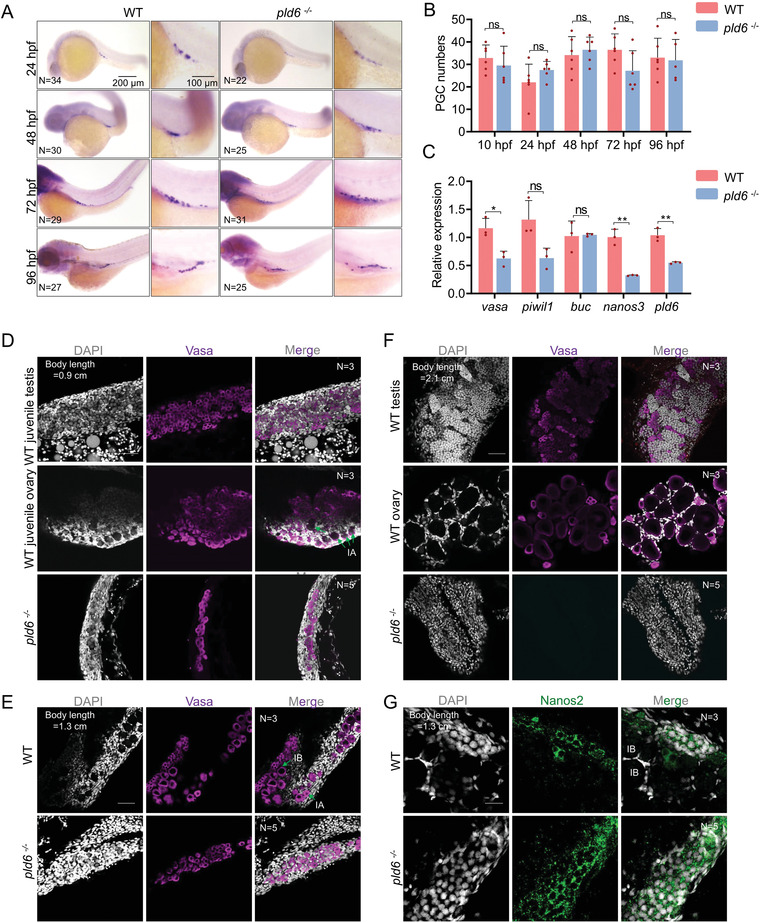
Tracing of gonad development in *pld6* mutant. A) Comparison of PGC numbers between wildtype and mutant by WISH with *vasa* probe. WISH was performed on embryos at 24, 48, 72, and 96 hpf. *N* represents analyzed embryo number. B) Statistical analysis of total PGC numbers in wildtype and *pld6* ^−/−^ embryos. C) RT‐qPCR detection of the expression of germ plasm factors (*vasa*, *piwil1*, *buc*, and *nanos3*) in wildtype and *pld6* ^−/−^ larvae. The decreased expression level of *pld6* was set as positive control. D–F) Tracing of germ cell development in wildtype and *pld6* ^−/‐^ juvenile gonads at 22 dpf (D), 30 dpf (E), and 45 dpf (F). Anti‐vasa staining was performed to label the germ cells, and DAPI staining was performed to label the nuclear. Green arrows marked the stage IA and IB oocytes. *N* represents analyzed individual number. Scale bar: 100 µm. G) Anti‐Nanos2 immunostaining of wildtype and mutant gonads at 30 dpf. *N* represents analyzed individual number. Scale bar: 20 µm. The data were expressed as mean ± SD. The *P* values in this figure were calculated by two‐sided *t*‐test. *P < 0.05; ***P < 0.001; ns, no significant difference; PGC, primordial germ cell; WISH, whole‐mount in situ hybridization; hpf, hours post fertilization; dpf, days post fertilization; RT‐qPCR, reverse‐transcription quantitative PCR.

To further understand the phenotype of germ cell‐loss in *pld6^−/−^* adults, we carefully examined the development of germ cells during gonad differentiation. At 14 dpf (juvenile body length = 0.6 ± 0.1 cm), the number of *vasa* positive cells showed no obvious difference between the mutant and wildtype (Figure S3D, Supporting Information). At 22 dpf (juvenile body length = 0.9 ± 0.1 cm), the primitive gonads in wildtype developed into dimorphic gonads, juvenile testis in small size and juvenile ovary in big size (Figure 4D). However, in *pld6*‐deficient mutant, all the gonads were much thinner and smaller than the WT testes, and they only contained small amount of GSPCs (Figure 4D). At 30 dpf (body length = 1.3 ± 0.1 cm), the GSPCs in wildtype was differentiated into stage IA oocytes, and a few stage IB oocytes. However, the germ cells in the mutant failed to differentiate and still stayed in a GSPC‐like state (Figure 4E). At 45 dpf (body length = 2.1 ± 0.1 cm), the gonadal differentiation was completed in wildtype, whereas the germ cells disappeared in the mutant (Figure 4F). To examine the GSPCs in *pld6*‐depleted gonads, we preformed immunofluorescence analysis on 30 dpf gonads against Nanos2, a previously reported GSC marker,^[^ ^25^, ^26^ ^]^ using a recently developed Nanos2 antibody.^[^ ^10^ ^]^ The specificity of the Nanos2 antibody was confirmed by staining with a *nanos2^−/−^* mutant gonad and an SSC‐increased *cyp11a2^−/−^* mutant gonad (Figure S4, Supporting Information). In wildtype, the differentiated stage IB oocytes were observed and a few Nanos2‐positive GSCs were distributed in the edge of gonads. While, in mutants, an increased number of Nanos2‐positive cells were detected throughout the gonads (Figure 4G). Therefore, in the *pld6* mutants, the GSPCs retained and failed to differentiate into early oocytes in 30 dpf gonads, and they gradually disappeared during 30 to 45 dpf. The absence of germ cells in the mutant gonads led to female‐to‐male sex reversal at the juvenile stage and infertility of males at the adult stage. All these results indicate that *pld6* is necessary for differentiation and survival of GSPCs during gonadal development, and thus is required for female differentiation and proper gametogenesis.

### 2.5 *Pld6* Depletion Inhibits GSPC Proliferation and Differentiation and Results in GSPC Apoptosis

To explore the molecular mechanism underlying the loss of germ cells in *pld6* ^−/−^ gonads, we further analyzed the proliferation and apoptosis of GSPCs. By EdU incorporation assay in combination with co‐immunostaining with Vasa, we found high numbers of EdU‐positive cells in both wildtype and mutant gonads at 22 dpf. In wildtype, most EdU‐positive cells were perfectly co‐localized with Vasa‐positive cells. In contrast, no EdU‐positive cells showed co‐localization with Vasa‐positive cells in mutant (**Figure** **5**A,F). These indicated that the depletion of *pld6* only led to proliferation defects of GSPCs. In the immunoassay with Caspase3, we detected more apoptotic germ cells in the mutant gonad than in wildtype gonad at 22 dpf (Figure 5B,G). To determine whether the loss of germ cells in *pld6* mutant could be rescued by blocking apoptotic pathway, we induced a *tp53* mutation into the *pld6* mutant, since tumor protein Tp53 is an important activator of apoptosis.^[^ ^63^ ^]^ In contrast to previous reports of other germ cell‐less mutants,^[^ ^63^, ^64^ ^]^ double homozygotes (*pld6* ^−/−^; *tp53* ^−/−^) still exhibited a sterile‐male phenotype, resembling that of single *pld6* mutant (Figure 5C,H,I). This indicates that the loss of germ cells in *pld6* mutant was independent of the Tp53‐mediated apoptotic pathway.

**Figure 5:**
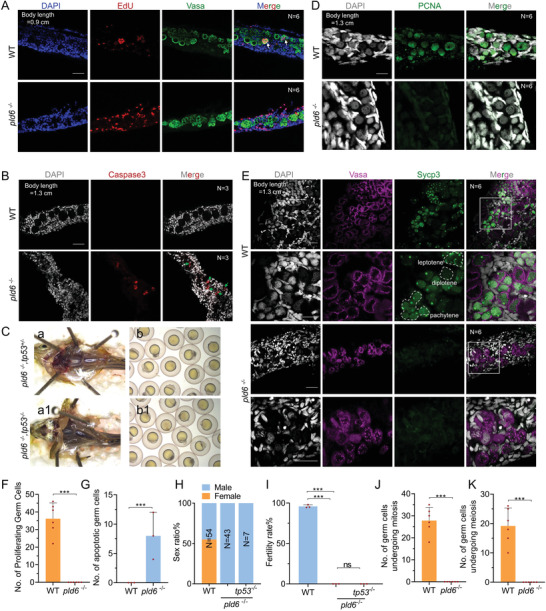
Blocking of germ cell self‐renewal and differentiation in *pld6*‐ depleted gonad. A) EdU staining of proliferating cells in wildtype and *pld6* ^−/‐^ juvenile gonads. The germ cells were marked by anti‐vasa immunostaining. *N* represents analyzed individual number. Scale bar: 100 µm. B) Apoptosis detection in wildtype and *pld6* ^−/−^ juvenile gonads by anti‐Caspase3 immunostaining. *N* represents analyzed individual number. Scale bar: 100 µm. C)Morphological observation of gonads and offspring of *pld6* ^−/−^ and *pld6* ^−/−^; *tp53^−/−^* double mutant. D) Detection of mitosis in wildtype and *pld6* ^−/‐^ juvenile gonads by anti‐Pcna immunostaining. *N* represents analyzed individual number. Scale bar: 100 µm. E) Detection of meiosis in wildtype and *pld6* ^−/−^ juvenile gonads by anti‐Sycp3 immunostaining. *N* represents analyzed individual number. Scale bar: 100 µm. F) Statistical analysis of total number of proliferating germ cells. G) Statistical analysis of the total number of apoptotic germ cells. H) Sex ratio of wildtype, *pld6^−/−^*, and *pld6* ^−/−^; *tp53^−/−^* double mutant. I) Fertilization rates of wildtype, *pld6^−/−^* and *pld6* ^−/−^; *tp53^−/−^* double mutant. J) Statistical analysis of the total number of germ cells undergoing mitosis. K) Statistical analysis of the total number of germ cells undergoing meiosis. The data were expressed as mean ± SD. The *P* values in this figure were calculated by two‐sided *t*‐test. ***P < 0.001; ns, no significant difference.

We then examined whether *pld6* was required for mitotic proliferation and meiosis of germ cells in the bipotential gonad of juveniles. We investigated the cell proliferation by immunofluorescence with a mitosis marker Pcna^[^ ^65^ ^]^ in the *pld6* mutant gonad at 22 dpf, and found that there was no Pcna‐positive mitotic cell in the mutant gonad (Figure 5D,J). Subsequently, we examined the differentiation of GSPCs in the *pld6*‐mutated gonads by a meiosis marker Sycp3.^[^ ^65^ ^]^ The results showed that Sycp3‐positive meiotic cells at different stages, such as leptotene, pachytene, and diplotene stages, were enriched in the wildtype gonad (Figure 5E,K). In contrast, Sycp3 was not expressed in all the Vasa‐positive cells of *pld6*‐deficient gonad (Figure 5E,K), indicating that the accumulated germ cells were premeiotic GSPCs. Therefore, it was concluded that the GSPCs in the *pld6*‐mutants did not possess mitosis or meiosis, and they entered apoptosis in a Tp53‐independent way.

### 2.6 *Pld6* Mutation Disrupts Mitochondrial Homeostasis and piRNA Biosynthesis in Gonad

In mammals and fly, the orthologues of *pld6*, such as mouse *mitoPLD* and *Drosophila zuc*, have been reported to be necessary for mitochondrial fusion,^[^ ^66^, ^67^ ^]^ and the balance between fission and fusion is an important mechanism underlying the control of mitochondria number and size. In this study, we investigated the mitochondria morphology and structure in *pld6*‐null mutant. Since the morphology of mitochondrial networks is highly complex and diverse in different cell types, we carefully compared mitochondria networks in brain, muscle, and gonad of juveniles at 22 dpf between mutant and wildtype. By transmission electron microscopy, we observed that in brain and muscle, mitochondrial morphology of mutant looked similar to that of wildtype (**Figure** **6**A). Significant differences were found only in the gonads. The mitochondria in the wildtype were round or tubular with obvious mitochondrial cristae, whereas the mitochondria in mutant were condensed with smaller size, higher density, and unclear cristae (Figure 6A). In accordance with this, by analyzing the WT gonads and the mutant gonads at 22 dpf, we found that the mitochondrial number and intracellular ATP in the mutant was significantly decreased (Figure 6B,C).

**Figure 6:**
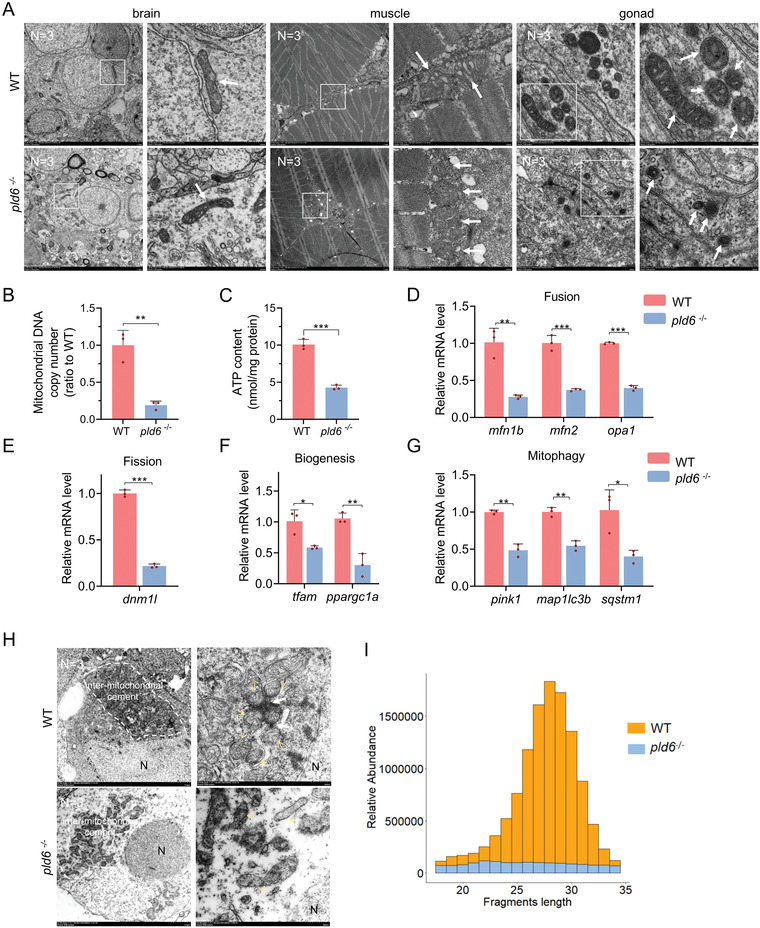
Imbalance of mitochondrial homeostasis and disruption of piRNA biogenesis in *pld6*‐deficient gonad. A) Mitochondria morphological observation of brain, muscle, and juvenile gonad in wildtype and *pld6* ^−/‐^ by the TEM. The box indicates the magnified area. The arrow points at mitochondria. N represents analyzed individual number. B) Comparison of mtDNA copy numbers between wildtype and *pld6* ^−/‐^ juvenile gonads. Every three gonads were mixed into a sample and three biological replicates were performed. C) Comparison of ATP content between wildtype and *pld6* ^−/‐^ juvenile gonads. Every three gonads were mixed into a sample and three biological replicates were performed. (D)RT‐qPCR detection of expressions of mitochondrial fusion factors (*mfn1*, *mfn2* and *opa1*). E) RT‐qPCR detection of expression of mitochondrial fission factors (*dnm1l*). F) RT‐qPCR detection of expressions of mitochondrial biogenesis factors (*tfam* and *ppargc1a*). G) RT‐qPCR detection of expressions of mitochondrial mitophagy factors (*pink1*, *map1lc3b*, and *sqstm1*). H) TEM observation of aggregation of mitochondria around the nucleus and nuage formation in wildtype and *pld6* ^−/−^ juvenile gonads. The dotted line indicates the inter‐mitochondrial cement. The yellow arrow points at the mitochondria. The white arrow points at the electron‐dense nuage. *N* represents analyzed individual number. I) Fragment length distribution of sequences cloned from wildtype and *pld6* ^−/−^ mutant gonads at 22 dpf. piRNAs (26–31 nt) represent approximately 71.97% of the small RNA species between 18 and 34 nt in length in wildtype and only 36.48% in *pld6* ^−/−^ mutant. The data were expressed as mean ± SD. The *P* values in this figure were calculated by two‐sided *t*‐test. *P < 0.05; **P <0.01; ***P <0.001; TEM, transmission electron microscope; RT‐qPCR, reverse‐transcription quantitative PCR.

To further investigate the effect of *pld6* depletion on the mitochondrial homeostasis, we analyzed mitochondrial dynamics (fusion and fission),^[^ ^35^, ^68^ ^]^ biogenesis,^[^ ^69^, ^70^ ^]^ and mitophagy^[^ ^71^, ^72^ ^]^ in the gonad of juveniles at 22 dpf. The expression of several genes related to mitochondrial fusion, such as *mfn1b* and *mfn2* (encoding the GTPases responsible for mitochondrial fusion) and *opa1* (interacting with *mfn* to regulate fusion), were significantly lower in *pld6* ^−/−^ than in wildtype (Figure 6D). The expression of *dnm1l* (zebrafish orthologue of mouse *Drp1*) involved in mitochondrial fission was also downregulated in the mutant (Figure 6E). Nuclear‐encoded transcription factors, *tfam* (*mitochondrial transcription factor A*) and *ppargc1a* (*peroxisome proliferator activated receptor gamma co‐activator 1 alpha*) are the master regulators of mitochondrial biogenesis. In *pld6* ^−/−^ mutant, the expression of *tfam* and *ppargc1a* were decreased, indicating that the *de novo* mitochondrial synthesis was impaired (Figure 6F). The damaged mitochondria are mainly cleared by mitophagy, and excessive or untimely fission or fusion may be detrimental to mitophagy.^[^ ^72^, ^73^ ^]^ As seen in Figure 6G, the expression of main factors mediating mitophagy (encoded by *pink1*, *map1lc3b*, and *sqstm1*) were lower in the mutant than in wildtype. Moreover, we analyzed the expression cell types of these genes related to mitochondrial physiology using scRNA‐seq.^[^ ^55^, ^56^ ^]^ Unlike the expression pattern of *pld6*, the other fusion regulators *mfn2* and *opa1* are expressed not only in germ cells but also in somatic cells such as follicle cells, theca cells, and immune cells in ovary (Figure 2F; Figure S4A, Supporting Information), and Sertoli cell and Leydig cell in testis (Figure 2H; Figure S4B, Supporting Information). These results suggested that *pld6*‐deficiency resulted in the imbalance between mitochondrial fission and fusion, thus influencing the number, morphology, function of mitochondria of GSPCs in differentiating gonads. Given that mitochondrial homeostasis is essential for cell survival and cell fate determination, the defects of mitochondrial organization and function in the *pld6* mutant GSPCs would result in the defects of proliferation, differentiation, and survival of GSPCs.

Nuages, known as the pi‐bodies in zebrafish, exist in the form of the cementing material between mitochondria (inter‐mitochondrial cement) of GSPCs.^[^ ^74^ ^]^ We further detected the formation of this nuage structure in *pld6* ^−/−^ juvenile gonads at 22 dpf. TEM showed that mitochondrial clusters were detected at a particular region adjacent to the nucleus in both wildtype and *pld6* ^−/−^ GSPCs (Figure 6H, up), but the electron‐dense pi‐bodies between mitochondria were absent in *pld6* ^−/−^ (Figure 6H, down), suggesting that the formation of the nuage was impaired in mutant. Nuage is generally considered to be the center for piRNA biogenesis and Pld6 has been reported to have phosphodiesterase and/or ribonuclease activity in piRNA maturation.^[^ ^42^, ^44^, ^45^, ^67^, ^75^, ^76^ ^]^ To evaluate the impact of the *pld6* mutation on piRNA biogenesis, we deep‐sequenced 20–33 nt total small RNAs obtained from wildtype and *pld6* ^−/−^ gonads at 22 dpf. Based on the total miRNA level, total small RNAs were normalized.^[^ ^48^ ^]^ We analyzed the size distribution of the sequences and found that the piRNA peak within 26–31 nt was much lower in *pld6* ^−/−^ juvenile gonad than in wildtype (Figure 6I). Since piRNA display the characteristics of 5′ Uridine preference (1U) and a 10th nucleotide adenosine bias (10A), we next examined the base composition at position 1 and position 10 in mutant. As shown in Figure S6A,B, Supporting Information, piRNA in *pld6* ^−/−^ gonad exhibited the marked reduction in 1U and 10A. The major function of piRNA is to repress transposons to maintain genome integrity and germ cells survival. We further investigated the transposon expression levels. As expected, we observed obvious increased levels of several transposon elements such as long terminal repeats (LTRs), non‐LTRs, and DNA elements in *pld6* ^−/−^ germ cells in juvenile gonad at 22 dpf (Figure S6C, Supporting Information). These results suggested that loss of piRNA, the defenders of the genome, induced transposon activation in *pld6*‐deficient germ cells.

## 3 Discussion

Knowledge of the molecular mechanisms governing GSPC development and sex differentiation are still in the infancy stage. In the present study, we identify *pld6* as a novel marker of germ cells, and reveal that *pld6*‐mediated mitochondrial fusion is required for maintenance and differentiation of GSPCs in zebrafish. Our study indicates that the insufficiency and dysfunction of mitochondria in bipotential juvenile gonads lead to the proliferation and differentiation failures of GSPCs and germ cell loss of the *pld6* mutant (**Figure** **7**).

**Figure 7:**
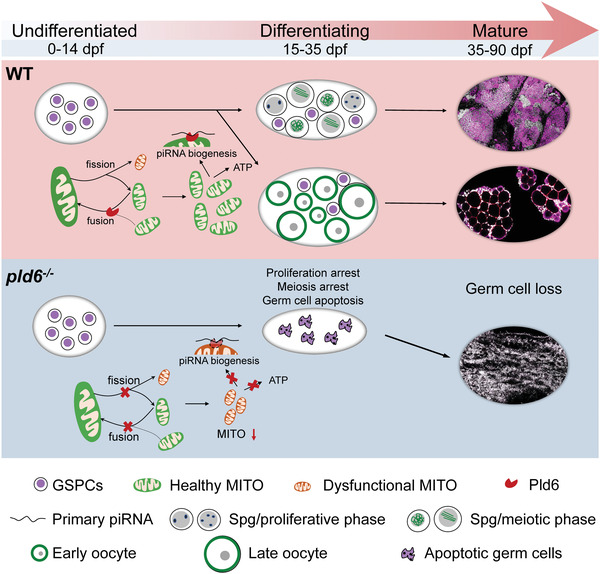
A graphic summary of the role of *pld6* in germ cell development. During zebrafish sex differentiation, Pld6 regulates the mitochondrial fusion and fission in germ cells, leading to the sufficiency of energy supply and the stabilization of piRNA biosynthesis. In wildtype, *pld6* safeguards the health of mitochondria and facilitates the generation of sufficient mitochondria in GSPCs thus promotes the differentiation of juvenile gonads and the maturation of ovary and testis. In mutant, loss of *pld6* leads to the scanty amount and dysfunctional mitochondria in GSPCs, further leads to the germ cell apoptosis, and arrest of meiosis and proliferation during gonad differentiation. Therefore, a GSPCs‐specific *pld6* mediate‐mitochondrial fusion and piRNA biogenesis promotes survival, proliferation, and differentiation of GSPCs.

Germplasm components are essential for PGC formation and a majority of germplasm components are found to have germline‐specific expression.^[^ ^14^, ^15^, ^16^, ^27^, ^28^, ^77^, ^78^, ^79^ ^]^ In this study, we identified 13 genes specifically expressed in gonad, including a novel germline‐specific gene, *pld6*, encoding the regulator of mitochondrial fusion (Figure 1G). In detail, zebrafish *pld6* showed strong maternal supply and PGC‐specific characteristics at 3 dpf, and *pld6* was continuously expressed in germ cells, especially in GSCs, from juvenile to adult stage (Figure 2). Knockdown of *pld6* reduced the PGC number, but did not induce any other developmental defects at early embryonic stage (Figure S3A,B, Supporting Information), whereas zygotic knockout of *pld6* resulted in female‐to‐male sex reversal and male infertility (Figure 3). Our finding of *pld6* mutant was quite different from the phenotypic changes induced by the disruption of the other two mitochondrial fusion‐regulating factors, that is, *opa1* knockdown,^[^ ^80^ ^]^ and *mfn2* knockdown or mutation^[^ ^81^, ^82^ ^]^ in zebrafish. In detail, *opa1* knockdown caused abnormal blood circulation and heart defects in embryonic development,^[^ ^80^ ^]^ and knockdown of zebrafish *mfn2* causes morphological and motility defects.^[^ ^81^ ^]^ Analysis of their functions in germline was prevented as these two morphants did not survive past 7 dpf. Unlike morphants, mutation of *mfn2* developed normally but subsequently manifested a progressive motor dysfunction and pathological alterations to the neuro‐muscular junction.^[^ ^82^ ^]^ The *mfn2* mutants were not able to breed successfully, indicating that *mfn2* also plays a role in the reproduction progress of zebrafish.^[^ ^82^ ^]^ Such phenotypic differences might be due to the different spatiotemporal expressions of these genes. Unlike the PGC‐specific expression of *pld6*, *opa1*, and *mfn2* were ubiquitously expressed at embryonic stage.^[^ ^80^, ^81^ ^]^ In gonad tissues, expression of *pld6* was enriched in germ cells (Figure 2), whereas, *opa1* and *mfn2* were expressed not only in germ cells but also in somatic gonadal cells. The transcripts of *opa1* and *mfn2* were also detected in immune cells and vasculature cells (Figure 2F,H; Figure S5A,B, Supporting Information). To avoid embryonic lethal and secondary effects, a recently established germline‐specific knockout approach will be helpful for revealing function of these mitochondrial fusion factors in germ cell development.^[^ ^83^ ^]^

Previous studies obtained inconsistent results on whether mitochondrial fusion is dispensable for self‐renewal of undifferentiated stem cells. Although mitochondrial fusion is essential for male fertility and reproduction in both *Drosophila* and mice, and its effect on GSCs is different between these two species.^[^ ^37^, ^38^, ^84^, ^85^, ^86^ ^]^ In *Drosophila*, depletion of *Mfn* or *Opa1* in male germline resulted in a substantial loss of GSCs.^[^ ^37^ ^]^ In mice, depletion of *Mfn1* and *Mfn2* induced loss of all differentiating germ cells in males, but it did not affect the proliferation of stem‐like undifferentiated spermatogonia.^[^ ^85^ ^]^ In our work, both GSPCs and differentiating germ cells were lost with *pld6* depletion, and *pld6*‐deficient GSPCs failed to proliferate through mitosis and to differentiate through meiosis. Thus, our study demonstrates that a germline‐specific mitochondrial fusion machinery, mediated by Pld6, is required for both maintenance and differentiation of GSPCs (Figure 5).

MitoPLD, which is the ortholog of zebrafish *pld6*, is also known as Zucchini (Zuc), and it is a candidate ribonuclease participating in primary piRNA biogenesis.^[^ ^46^, ^75^, ^87^ ^]^ Mouse *MitoPLD* is predominantly expressed in the testis and growing oocytes, which is in line with the expression characteristics of zebrafish *pld6*. The *MitoPLD^−/−^* female mice showed no obvious phenotypic change, and male *MitoPLD* mutant mice displayed meiotic arrest during spermatogenesis and defects in piRNA generation.^[^ ^48^, ^49^ ^]^ In consistent with the observations in mice, we found meiosis failure of GSCs and the loss of piRNA clusters in zebrafish (Figures 5 and 6). However, there exists great differences in the arrested stage of the meiotic prophase and the adult gonad cell types between mouse *MitoPLD* mutants and zebrafish *pld6* mutants. In our study, meiosis initiation did not occur during gonad differentiation and all the germ cells were lost in *pld6*‐depleted testis, while, spermatocytes were arrested at the zygotene stage, and undifferentiated spermatogonia were still observed in *MitoPLD^−/−^* mice.^[^ ^48^ ^]^ These observations suggest that MitoPLD plays a conserved role in the piRNA biogenesis, but it plays different functions in regulating meiosis process and germ cell survival between fish and mammal.

The germ cell‐less and sterile male phenotype in our study is consistent with the defects induced by the mutation of piRNA production‐related genes including *ziwi*,^[^ ^28^ ^]^ *zili*,^[^ ^77^ ^]^ and *vasa* ^[^ ^27^ ^]^ in zebrafish. However, the mechanism underlying the germ cell death in these mutants is different. Apoptosis is the most common reason whereby the germ cell is lost in zebrafish.^[^ ^88^ ^]^ The phenotype of *zili* and *vasa* mutant is not associated with canonical apoptosis, while, the phenotype of *ziwi* and *pld6* mutant centers on apoptosis in the bipotential gonad, as judged by observation of the hyperactivated Caspase‐3 apoptosis signaling. However, *tp53* depletion did not rescue germ cell‐less phenotype in the *pld6* ^−/−^ mutant (Figure 5B,C). Based on these results, it is proposed that germ cell death induced by piRNA loss might be independent of p53‐mediated apoptotic pathway.

In summary, our study reveals that a germline‐specific regulator of mitochondrial fusion, MitoPLD, is essential for the maintenance and differentiation of GSPCs. Furthermore, the over‐fragmented mitochondria and the disrupted nuage structure in *pld6* mutant zebrafish GSPCs further confirm the relationship between mitochondria fusion and piRNA biogenesis.

## 4 Experimental Section

### Contact for Reagent and Resource Sharing

Further information can be available and requests for resources and reagents will be fulfilled by the Lead Contact, Yonghua Sun ()

### Fish Lines Availability

The *pld6* mutant lines were generated by authors. The mutant lines were submitted and deposited in China Zebrafish Resource Center of the National Aquatic Biological Resource Center (CZRC‐NABRC, Wuhan, China, http://zfish.cn).

### Data Availability

RNA‐seq raw data, processed expression matrix, sample information were stored at GEO (https://www.ncbi.nlm.nih.gov/geo/) and SRA (https://www.ncbi.nlm.nih.gov/sra) under accession number of GSE175979,^[^ ^51^ ^]^ GSE57046,^[^ ^52^ ^]^ GSE191137,^[^ ^55^ ^]^ and PRJNA807002 (piRNA data), and National Genomics Data Center (CNCB‐NGDC, https://bigd.big.ac.cn/gsa, CRA003925.^[^ ^56^ ^]^ The code of all analysis steps was available at a repository named Yichel518/MitoPLD‐analysis from Github (https://github.com/).

### Zebrafish Maintenance

All the zebrafish lines used in this study were AB and raised in the China Zebrafish Resource Center of the National Aquatic Biological Resource Center (CZRC‐NABRC, Wuhan, China, http://zfish.cn). The embryos were staged according to morphology, as previously described.^[^ ^89^, ^90^ ^]^ The zebrafish experiments were performed under the approval of the Institutional Animal Care and Use Committee of the Institute of Hydrobiology, Chinese Academy of Sciences under protocol number IHB2014‐006.

### Generation of pld6 Mutants By CRISPR/Cas9

The *pld6* mutants were generated by CRISPR/Cas9‐mediated mutagenesis.^[^ ^91^ ^]^ The target sites were designed using an online tool (http://www.crisprscan.org/). The gRNA target containing PAM sequence (underlined) of *pld6* was 5′‐TTAAACTGGCTGACGCGCCGG‐3′. pT3TS‐zCas9 was used for cas9 mRNA transcription, and capped Cas9 mRNA was generated using T3 mMESSAGE Machine kit (AM1344, Ambion, Austin, Texas). gRNA was generated using in vitro transcription with T7 RNA polymerase (P2075, Promega, Madison, Wisconsin). Cas9 mRNA and gRNA were co‐injected into wildtype embryos at one‐cell stage. The DNA fragment covering the target regions of *pld6* was amplified using the primer pairs listed in Table S1, Supporting Information. The PCR products were subjected to the Sanger sequencing to evaluate the efficiency of mutagenesis or to identify the genotypes of the mutants.

### cDNA Synthesis and Reverse‐transcription Quantitative PCR (RT‐qPCR)

Total RNA was isolated from gonads or embryos of wildtype and *pld6^−/−^* using tRizol (Invitrogen). cDNA was synthesized using an oligo‐dT primer and RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). RT‐qPCR was performed using the SYBRGreen Supermix from BioRad (USA) on a BioRad CFX96.^[^ ^92^ ^]^ The samples were tested in biological triplicates for each gene, and resultant *C*q values were averaged. Data were processed using 2^−ΔΔ^ *^C^* ^q^ method.^[^ ^93^ ^]^ All gene‐specific primers used for RT‐qPCR were listed in Table S2, Supporting Information.

### In Situ Hybridization and Counting of PGCs

For whole‐mount in situ hybridization (WISH), embryos or juvenile gonads were collected and fixed at the certain time points. WISH was performed with the following probes: *pld6*, *vasa*,^[^ ^94^ ^]^ *insl3*,^[^ ^95^ ^]^ and *gsdf*,^[^ ^96^ ^]^ as previously described.^[^ ^97^ ^]^ For counting of PGCs, embryos hybridized with *vasa* probe were mounted in 100% glycerin and acquired of images using a 6.3× objective (Leica). PGC numbers at 24, 48, 72, and 96 hpf (Figure 4A,B; Figure S3B,C, Supporting Information) were counted two‐sides under the microscopes (Leica Z16 APO). For in situ hybridization of frozen sections, adult gonads were stripped, embedded, and then sectioned (10 µm). The ISH was performed, as previously described.^[^ ^98^ ^]^ Briefly, the slices were fixed in 4% paraformaldehyde for 15 min at room temperature, and then washed three times in PBS for 5 min each. The probes were incubated at 70 °C overnight. Photographs were taken using a laser‐scanning confocal inverted microscope (SP8, Leica) with an LD C‐Apo 40 × /NA 1.1 water objective.

### High‐Resolution Melting Curve Analysis

Polymerase chain reaction (PCR) and melting curve analysis were performed to identify genotypes by previously reported method.^[^ ^99^ ^]^ Briefly, the 20 µL of PCR reaction system consisted of 0.5 µL Eva green dye (Biotium, USA), 10 µL of 2 × Taq Master Mix (Vazyme, China), 0.5 µL of each primer (10 µm) (5′‐ TGTTGCGTTTGTTCTGGG ‐3′ and 5′‐ GACGCAGACTTGAGGTGAA ‐3′), 2 µL of genomic DNA (100 ng µL^−1^), and water (as remaining part). PCR was conducted as follows: 95 °C for 3 min, then 34 cycles of 95 °C for 10 s, 60 °C for 30 s. After the final step, the plate was heated to 65 °C and maintained for 5 s, and then heated up to 95 °C at a rate of 0.2 °C per second, and rapidly cooled to 4 °C. Melting curves were generated with a LightScanner HR 96 (Idaho Technology) within the range of 65 to 95 °C and analyzed with Bio‐Rad CFX Manager 3.1 software (Bio‐Rad Laboratories, Inc.).

### Histological Analysis

Wildtype fish and *pld6^−/−^* mutant at specific developmental stage were collected for histological analysis. After anesthesia, the intact gonadal tissues were anatomized from wildtype and *pld6^−/‐^* at 3 mpf to obtain the GSI, and GSI was calculated as gonad weight divided by body weight (percentage). The gonad was fixed in 4% PFA (Sigma, St. Louis, MO) overnight at 4 °C and embedded in paraffin. Then the sections (7 µm) were stained with hematoxylin and eosin (H&E) and photographed under a microscope (Olympus BX53).

### Immunostaining of Gonads

Immunofluorescence staining was performed according to the previously described procedures.^[^ ^100^ ^]^ The following primary antibodies were used for immunofluorescence staining: rabbit anti‐Vasa (1:200, Gentex, RRID: AB_2847856, https://scicrunch.org/resolver/AB_2847856), rabbit anti‐Nanos2 (1:200, sunlab_052, RRID:AB_2895084, http://antibodyregistry.org/AB_2895084), rabbit anti‐Caspase3 (1:200, Boster Biological Technology, RRID: AB_2890203, http://antibodyregistry.org/AB_2890203), rabbit anti‐Pcna (1:1000, Aviva Systems Biology, RRID: AB_841619, http://antibodyregistry.org/AB_841619), and rabbit anti‐Sycp3 (1:200, Abcam, RRID:AB_2895074, https://antibodyregistry.org/AB_2895074). For Nanos2 antibody, His‐tagged fusion proteins containing full‐length of zebrafish Nanos2 was generated in E. coli and was purified by Ni resin (BeyoGold) and used for immunization. A polyclonal antibody (anti‐Nanos2) was generated by immunizing rabbits with the His‐tagged protein for five times. The antibody was purified using an affinity column that was covalently conjugated to the antigen. Anti‐rabbit Alexa Fluor 488 (1:500, Molecular Probes, RRID:AB_2535792, https://scicrunch.org/resolver/AB_2535792) and Anti‐rabbit Alexa Fluor 680 (1:500, Molecular Probes, RRID: AB_2535736, http://antibodyregistry.org/AB_2535736) were used as secondary antibodies. To label nuclear, gonads were counterstained with 1 µg mL^−1^ DAPI at 4 °C overnight. Immunostained gonad tissues were washed, cleared, and mounted in 75% antifade mounting medium (1 × PBS, 75% glycerol, 2% *n*‐propyl gallate) for imaging on a Leica SP8 confocal microscope with an LD C‐Apo 40 × /NA 1.1 water objective. The percentage of positive signals was quantified as the proportion of the area of positive signals to the total area of DAPI in each field. The area was measured by Image J. A series of sections were obtained from at least three individual zebrafish for image analysis.

### Morpholino Oligo Injection and Efficiency Test

Morpholino oligo of *pld6* was obtained from Gene Tools (Philomath, Oregon). The sequence of the MO is: 5′‐ TGAACACGTCCATCGAGATGACAAT ‐3′ (translation‐blocking MO covering the translation initiation start, underlined). Amount of MO injected in this study was 2 ng per embryo. To analyze the specificity and efficacy of the translation blocking MO, pCS2+‐gfp‐reporter plasmid was created which harbor the respective morpholino target sequence, fused in frame to the GFP ORF. The gfp‐reporter mRNA was co‐injected into one‐cell stage embryos in combination with the targeting morpholino. A non‐reporter *gfp* mRNA was also co‐injected with *pld6* MO which was used as negative control and *mCherry* mRNA was used as injection indicator. At sphere stages, embryos were assayed for GFP and mCherry fluorescence.

### EdU Assay

Wildtype or *pld6^−/−^* juveniles at 22 dpf were first incubated with 400 µm EdU for 24 h, and then their gonads were dissected and fixed in 4% PFA overnight at 4 °C. After removing the 4% PFA, the gonads were neutralized with 2 mg mL^−1^ glycine solution at room temperature for 5 min, and then washed with 3% BSA/PBS twice. Subsequently, the infiltration of gonads was enhanced with 1% Triton X‐100/PBS for about 2 h at room temperature. Finally, the signaling of cell proliferation was detected with a Yefluor 594 EdU Imaging Kit (40276ES76, YEASEN, China) according to the manufacturer's instruction.

### Transmission Electron Microscope Observation of Mitochondria

Brain, muscle, and gonad tissues from 22 dpf wildtype or *pld6^−/−^* were collected and fixed with 100 µL 2.5% glutaraldehyde at 4 °C overnight. The tissue samples were embedded in Epon812 resin and cut into 70–80 nm slides with an ultrathin slicer after dehydration. The samples were then stained with uranium acetate and lead citrate and observed under TEM (Hitachi, HT7700).

### Analysis of RNA‐Seq and Microarray Data

First, FastqC (0.11.8) and MultiQC (0.9)^[^ ^101^ ^]^ were used to evaluate the raw read quality. Reads were mapped to the corresponding reference genome (Ensembl 96) using Hisat2 (2.0.5)^[^ ^102^ ^]^ with the parameters of “– dta‐x – rna‐strandness RF” and “– known spliceset‐infile”. The data were converted into BAM format by Hisat2, and BAM files were sorted by Samtools (1.5).^[^ ^103^ ^]^ The duplicated sequence was removed from BAM files using the Picard (2.18.15) MarkDuplicates tool. BAM files were counted by HTSeq (0.9.1)^[^ ^104^ ^]^ with the parameters of “‐t exon ‐i gene_id ‐r pos ‐s reverse”. 

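Spearman's rank correlation over all genes was 0.925 to 0.952 for the 13 pairs of gonads of the same sex and age, 0.918 to 0.949 for the 18 pairs of the same sex at different ages, and 0.873 to 0.941 for the 35 pairs of different sex, with medians of 0.940, 0.940 and 0.910. These correlations are across genes, which are not independent replicates. The counts of every pair of gonads of the same group differed by more than sampling noise (chi-square divided by its degrees of freedom of at least 10.2), so that no pair had the counts of a single library. Only counting noise enters this comparison, and it does not test whether the gonads were independent. The first principal component of the 12 gonads held 47.9% of the variance and the second 9.83%. On the first component, the 25 dpf ovaries were at 63.0 ± 27.4 (SD, n = 2), the 30 dpf ovaries at 94.9 ± 30.2 (SD, n = 3), the 25 dpf testes at -55.0 ± 21.3 (SD, n = 4) and the 30 dpf testes at -63.6 ± 11.9 (SD, n = 3). The ovaries and testes did not overlap on it, and the 2 ages overlapped within each sex. On the second component, the 25 dpf gonads were at 0.36 to 64.4 and the 30 dpf gonads at -64.4 to -3.09, with a mean difference within the sexes of 45.5. With ages permuted within each sex, the difference on the second component had p = 0.0029 (exact permutation test, two-sided, n = 12, adjusted p = 0.0057 over both components), the smallest p that the 350 assignments allow, and the difference on the first had p = 0.47 (exact permutation test, two-sided).

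**Figure D2:**
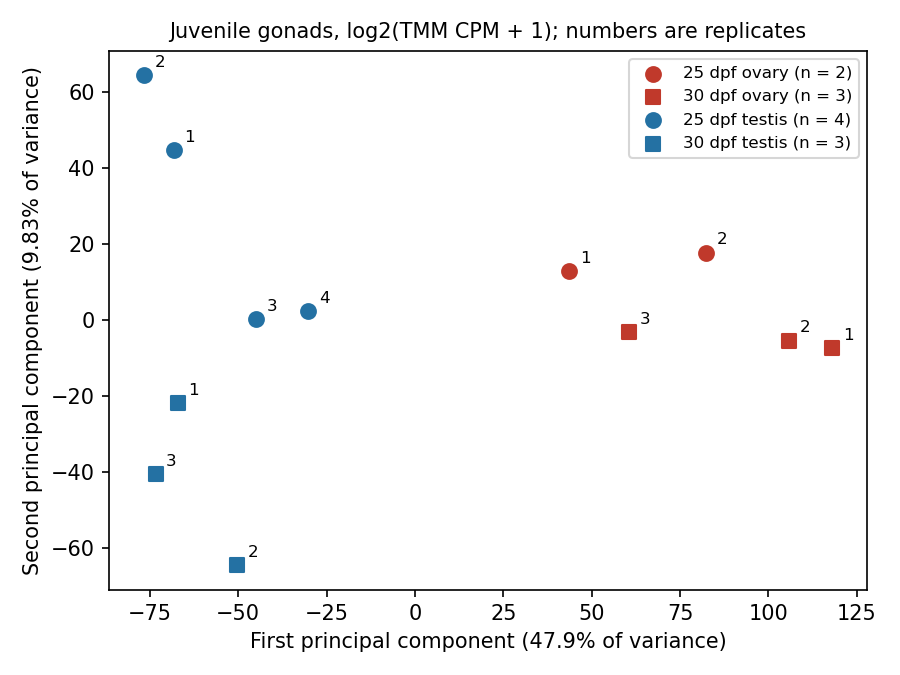
Principal components of log2(TMM CPM + 1) of the 12 juvenile gonads, with ovaries in red and testes in blue, circles for 25 dpf and squares for 30 dpf, and the replicate number beside each point. All ovaries lie at 43.7 or more on the first component and all testes at -30.2 or less.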

The expression matrix was standardized by TMM using R package edgeR (3.30.3).^[^ ^105^ ^]^ Finally, cor function and Spearman's rank correlation coefficient were used to evaluate the correlation of samples.

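Among the 28113 genes with a count, the median absolute deviation of log2(TMM CPM + 1) over the 12 gonads had a median of 0.44. The most variable 25% were the 7028 genes at 0.68 or more, and 6749 of them also had enough counts for the per-gene test. Of the 8331 genes called between the sexes, 4130 (49.6%) were among these variable genes.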

R Package stats (4.0.2) was used to evaluate the degree of gene variation, and the top 25% of genes were retained in terms of gene variation degree. 

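Of the 7028 variable genes in the 6 clusters, 4544 fell in the clusters that separated ovaries from testes at both ages and 2484 in the remaining 4 clusters. The cluster highest in 25 dpf testes had 835 genes, the cluster highest in 30 dpf testes 767, the cluster highest in 25 dpf ovaries 518, and the cluster lowest in 25 dpf ovaries 364. In these 4 clusters, 5.04% to 30.5% of the tested genes were called between the sexes. The cluster highest in 30 dpf testes held the only gene called between ages.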

The clustering algorithm of *k*‐means was further employed to divide these genes into multiple modules according to their expression patterns. Highly expressed genes were identified, and GO enrichment analysis was further performed by enrichGO and gseGO functions of clusterProfiler (3.16.1).^[^ ^106^ ^]^

The microarray data was processed by the R package GEOquery (2.64.2),^[^ ^107^ ^]^ and the above method was used to screen the top 25% genes for *k*‐means clustering, and selected cluster genes were analyzed by enrichment in the same way as described above.

### scRNA‐Seq Analysis for Ovary and Testis

Upstream analysis of single‐cell data was performed by the standard procedures of CellRanger including alignment reads and digital expression matrices generation. The expression profiles of genes in each cell type were demonstrated by R package Seurat (4.1.1)^[^ ^108^ ^]^ through the process of clustering, dimension reduction (UMAP), differential analysis, and cell type recognition.

### Small RNA‐Seq Analysis for Detecting piRNA

For small RNA‐seq, three gonads of wildtype or five gonads of *pld6* ^−/−^ were mixed as one sample. A total of three biological replicates were performed. For each sample, 200 ng total RNA from the gonads of 22 dpf wildtype or *pld6^−/−^* was used for synthesis and amplification of cDNA, and 1 ng of amplified cDNA was used for construction of sequencing library using VAHTS TM Small RNA Library Prep Kit for Illumina (Vazyme NR801). VAHTS DNA Clean Beads and gel electrophoresis (6% polyacrylamide gel) were used for size selection of small RNA library. For analysis, quality control, and adapter removal were performed by Fastp (0.12.4) to obtain clean data, and seqkit (2.0.0) was used to remove repeated sequences and intercept specific‐length sequences. Sequence reads were mapped to miRNA and piRNA sequences by Bowtie2 (2.2.5). Finally, the percentages of the first and tenth bases in the wildtype and mutants were calculated to obtain base preference information.

### Statistical Analysis

Significance of differences between means was analyzed using two‐sided *t*‐test. Sample sizes were indicated in the figures or figure legends. Plotted mean was calculated by GraphPad software. Data were shown as mean ± SD. *P* value below 0.05 marked as *, *P* value below 0.01 marked as **, and *P* value below 0.001 marked as ***; ns means no significant difference.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: A Germline‐Specific Regulator of Mitochondrial Fusion is Required for Maintenance and Differentiation of Germline Stem and Progenitor Cells
**Source:** Adv Sci (Weinh). 2022 Oct 18;9(36):2203631. doi: 10.1002/advs.202203631
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202203631

A Germline-Specific Regulator of Mitochondrial Fusion is Required for Maintenance and Differentiation of Germline Stem and Progenitor Cells

*Ru Zhang, Yi-Xuan Tu, Ding Ye, Zhenglong Gu, Zhen-Xia Chen\* and Yonghua Sun\**

# Supplemental Materials

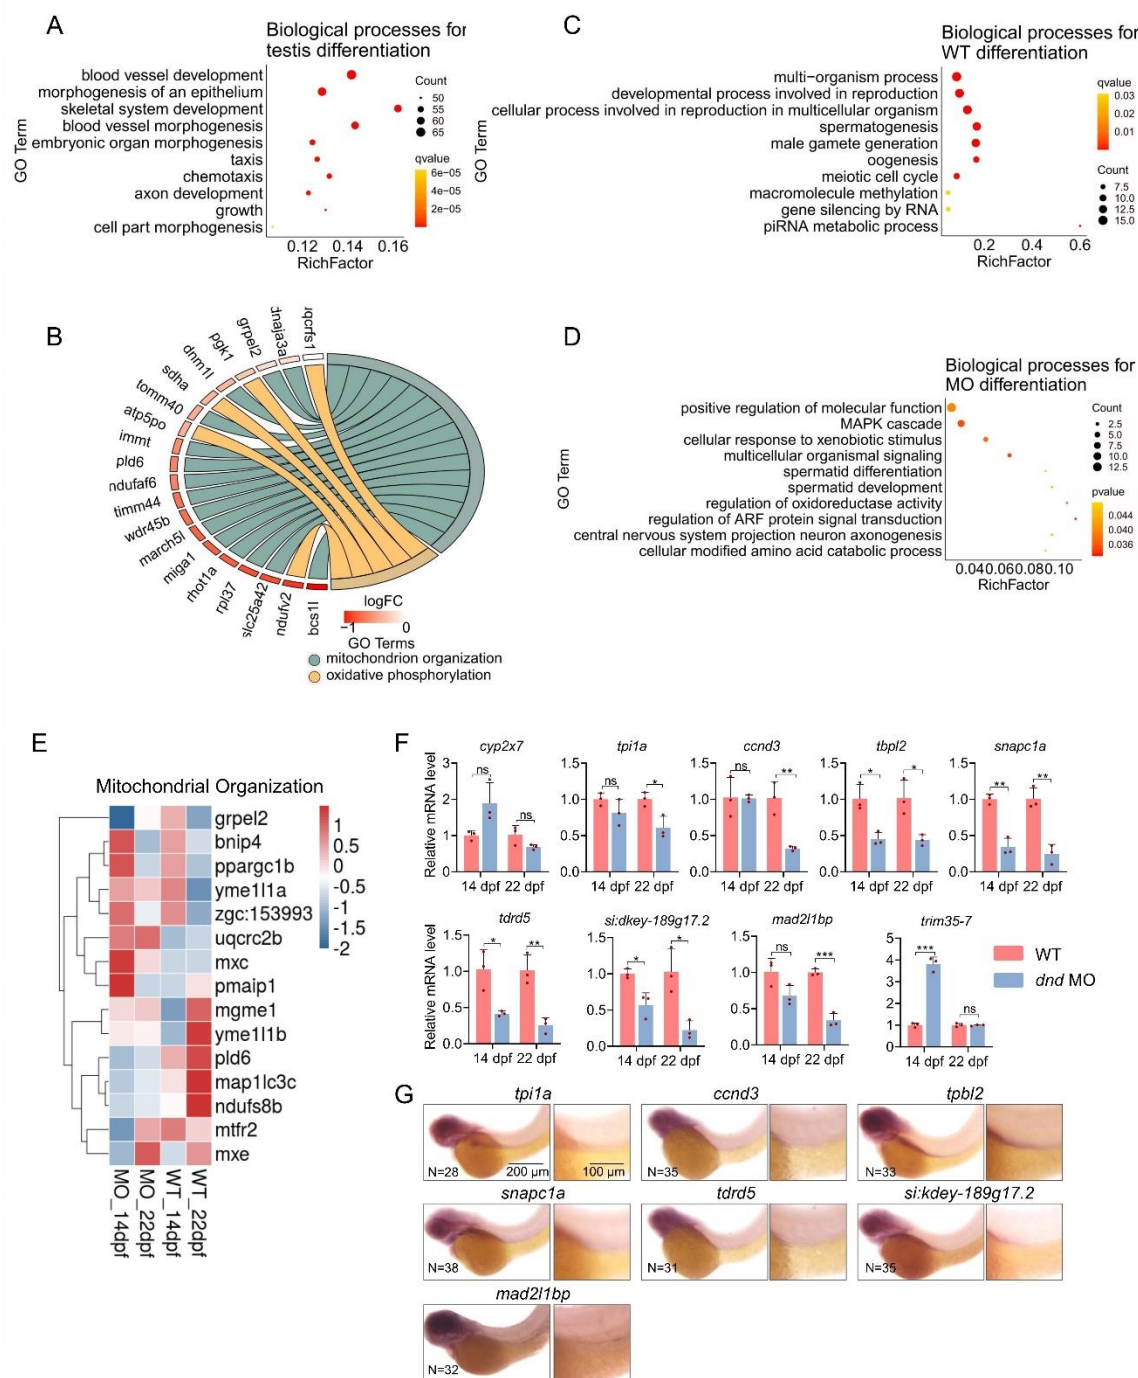

Figure S1

(A) GO enrichment analysis of cluster 1 (in Figure 1A)

(B) Expression of the main differential genes related to mitochondrion organization and oxidative phosphorylation

(C) GO enrichment analysis of cluster 4 (in Figure 1E)

(D) GO enrichment analysis of cluster 3 (in Figure 1E)

(E) Heatmap of mitochondrion organization-related genes in wildtype and *dnd* MO

(F) RT-qPCR verification of the differential gene expression in gonads of wildtype and *dnd* MO. Every three gonads were mixed into a sample and three biological replicates were performed.

(G) Detection of PGC-specific gene expression by WISH on 3 dpf embryos. N represents analyzed embryo number.

The data were expressed as mean  $\pm$  SD. The *P* values in this figure were calculated by two-sided *t*-test. \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001; ns, no significant difference; MO, morpholino; WISH, whole-mount *in situ* hybridization; dpf, days post fertilization; RT-qPCR, reverse-transcription quantitative PCR.

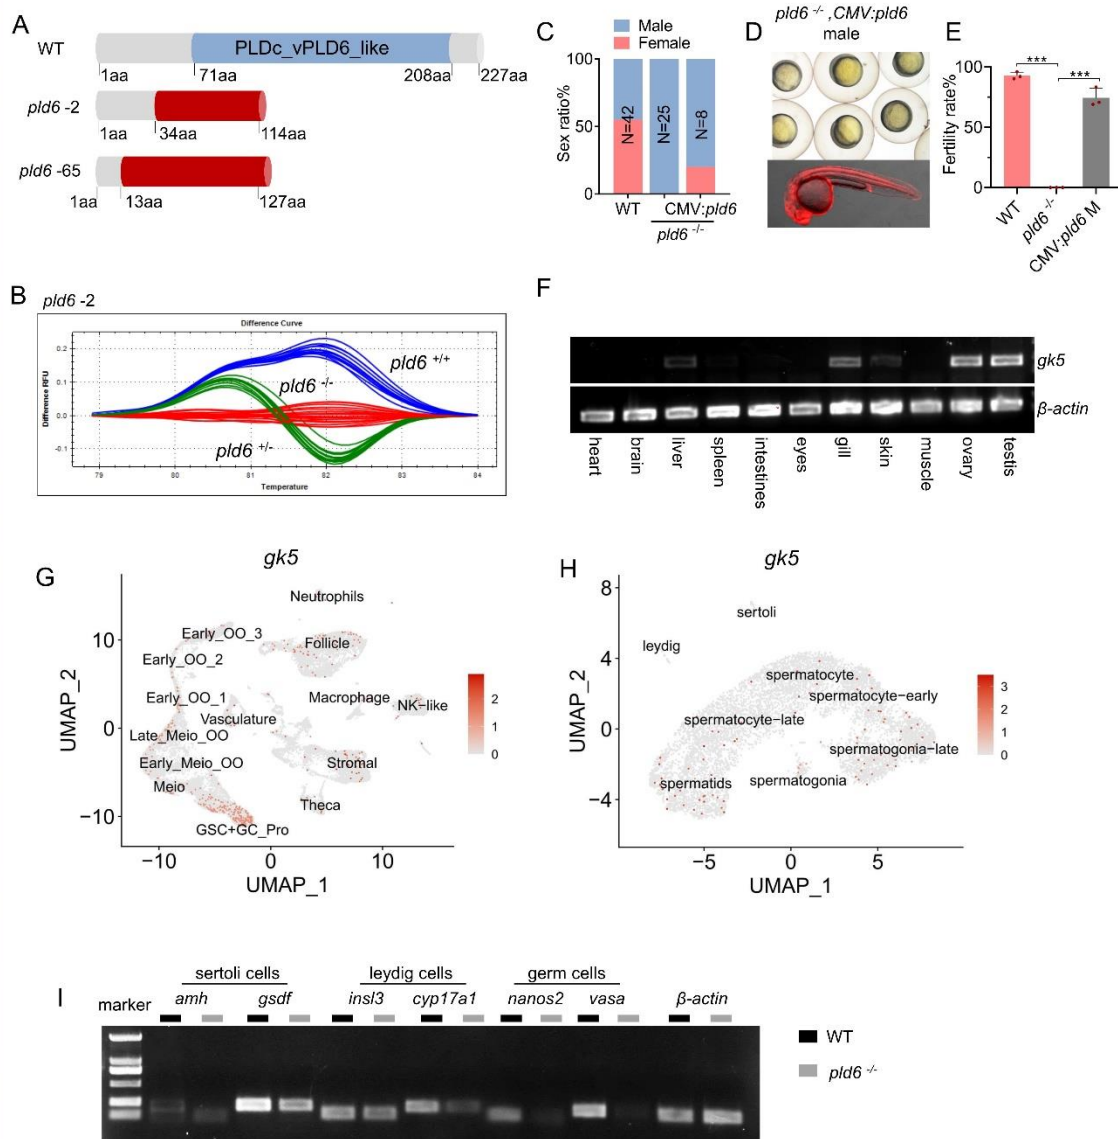

**Figure S2**

(A) Schematic of truncated protein in *pld6* mutant

(B) Identification of wildtype, heterozygous mutant, and homozygous mutant (2 bp deletion) of *pld6* by HRM

(C) Sex ratio of wildtype, *pld6*<sup>-/-</sup>, CMV: *pld6* transgenic *pld6*<sup>-/-</sup> groups. N represents analyzed embryo number.

(D) Morphological observation of embryos obtained from CMV: *pld6* transgenic *pld6*<sup>-/-</sup> male mated with wildtype female

(E) Fertilization rates of wildtype, *pld6*<sup>-/-</sup>, CMV: *pld6* transgenic *pld6*<sup>-/-</sup> males

(F) Expression detection of *gk5* in different tissues by qPCR.

(G) The distribution of *gk5*-expressed cells in ovary

(H) The distribution of *gk5*-expressed cells in testis

(I) RT-PCR detection of molecular markers of different cell types in wildtype and mutant testes

The data were expressed as mean  $\pm$  SD. The *P* values in this figure were calculated by two-sided *t*-test. \*\*\*, *P* < 0.001; HRM, high resolution melting analysis; RT-PCR, reverse-transcription PCR.

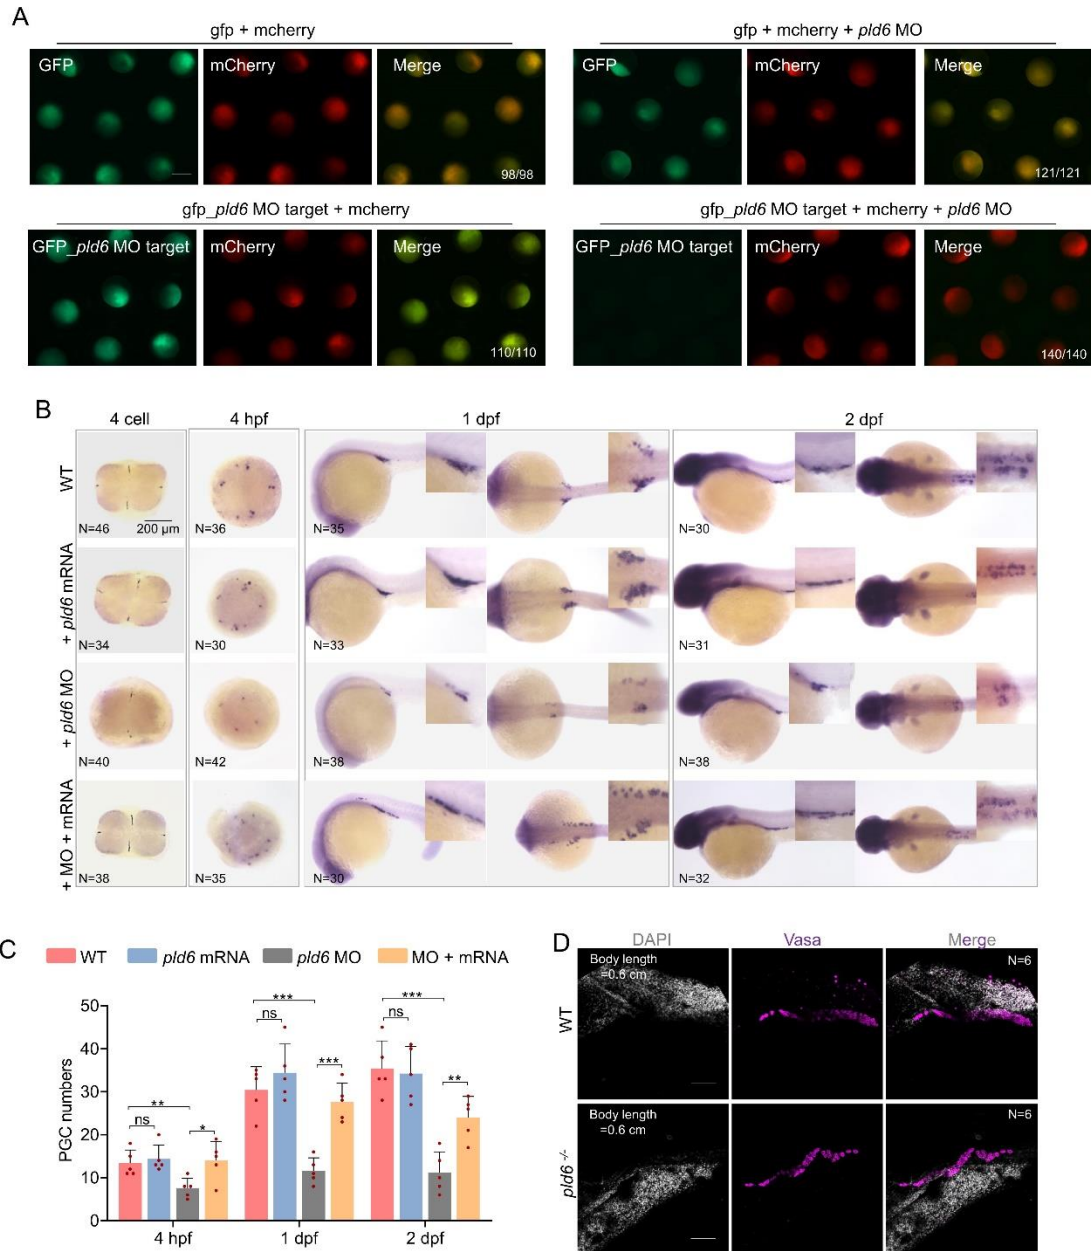

**Figure S3**

(A) Efficiency test of morpholino targeting zebrafish *pld6* ATG by fluorescence intensity. GFP was used as negative control. mCherry was used to normalize. The numbers below the pictures mean number of embryos showing representative fluorescence intensity/total number of embryos. Scale bar: 500  $\mu$ m.

(B) Comparison of PGC numbers between wildtype, *pld6*-overexpressing, *pld6*-knockdown and *pld6* mRNA co-injected *pld6*-knockdown embryos at 4-cell, 4 hpf, 1 dpf, and 2 dpf stages by WISH. N represents analyzed embryo number.

(C) Statistical analysis of total PGC numbers in embryos in panel B

(D) Tracing of germ cell development in wildtype and *pld6*<sup>-/-</sup> juvenile gonads at 14 dpf. Anti-Vasa staining was performed to label the germ cells, and DAPI staining was performed to label the nuclear. Scale bar: 100  $\mu$ m.

The data were expressed as mean  $\pm$  SD. The *P* values in this figure were calculated by two-sided *t*-test. \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001; ns, no significant difference; WISH, whole-mount *in situ* hybridization; hpf, hours post fertilization; dpf, days post fertilization.

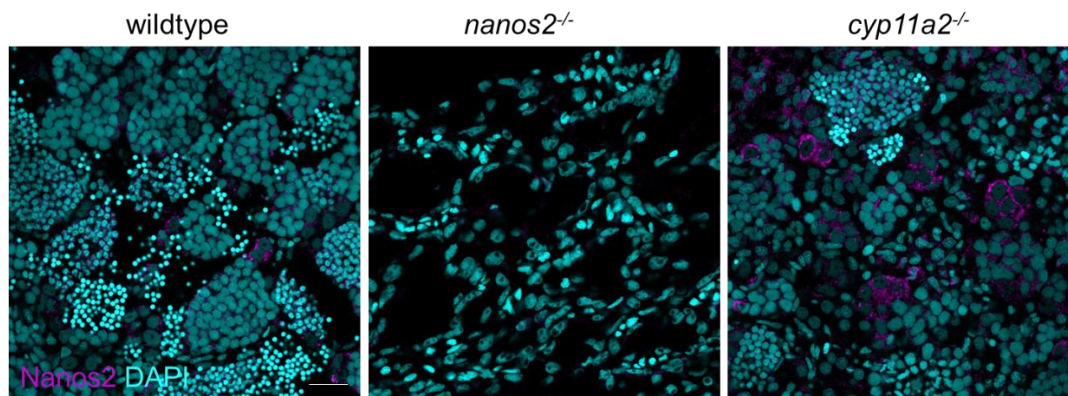

**Figure S4**

Immunofluorescence staining with Nanos2 antibody of the testis of *nanos2*<sup>-/-</sup>, *cyp11a2*<sup>-/-</sup> at 4 mpf. N represents analyzed individual number. Scale bar: 20  $\mu$ m. mpf, months post fertilization.

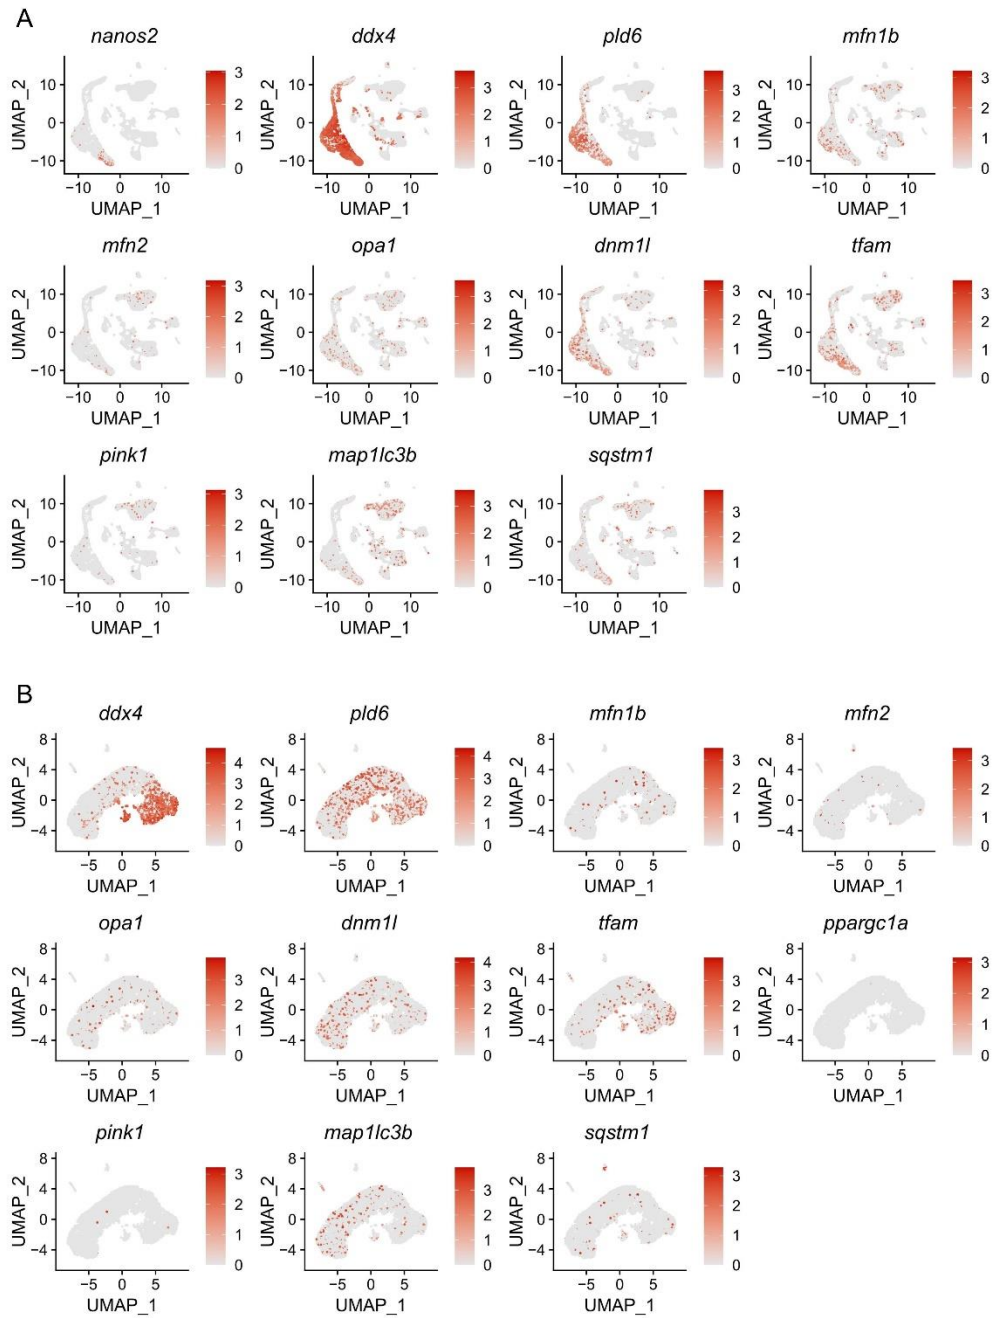

**Figure S5**

(A) The expression features of mitochondrial physiology related genes (*pld6*, *mfn1b*, *mfn2*, *opa1*, *dnm1l*, *tfam*, *pink1*, *map1lc3b* and *sqstm1*) across the different cell types in ovary. *nanos2* was used to indicate germline stem cells. *ddx4* was used to indicate germ cells.

(B) The expression features of mitochondrial physiology related genes (*pld6*, *mfn1b*, *mfn2*, *opa1*, *dnm1l*, *tfam*, *ppargc1a*, *pink1*, *map1lc3b* and *sqstm1*) across the different cell types in testis. *ddx4* was used to indicate germ cells.

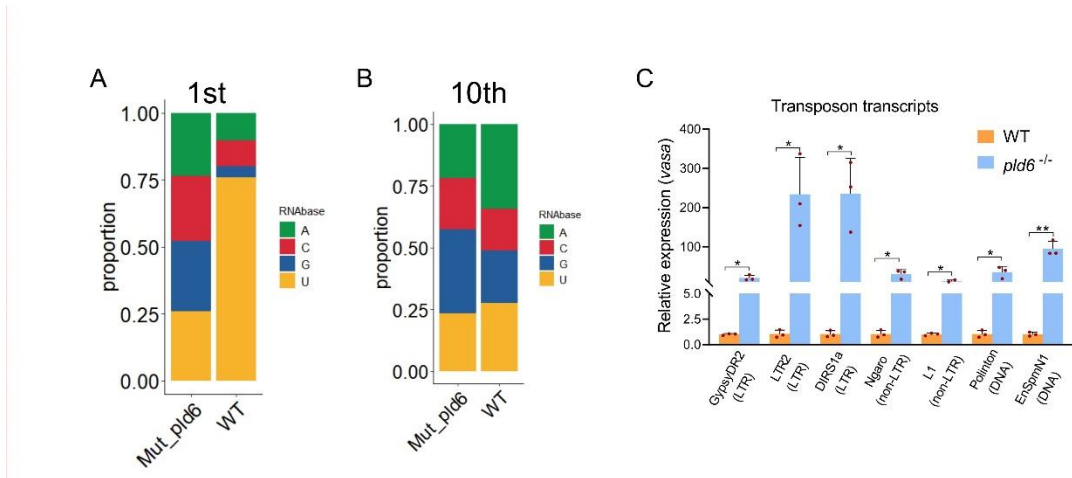

**Figure S6**

(A) Nucleotide composition of the 1st bases of piRNA from wildtype and *pld6*<sup>-/-</sup> mutant gonads

(B) Nucleotide composition of the 10th bases of piRNA from wildtype and *pld6*<sup>-/-</sup> mutant gonads

(C) Expression of transposons (*GypsyDR2*, *LTR*, *DIRS1a*, *Ngaro*, *L1*, *Polinton* and *EnSpmN1*) in wildtype and *pld6*<sup>-/-</sup> juvenile gonads. Germ cell marker *vasa* was used as a reference gene to avoid the influence of germ cell number difference in wildtype and *pld6*<sup>-/-</sup>.

The data were expressed as mean  $\pm$  SD. The *P* values in this figure were calculated by two-sided *t*-test. \*, *P* < 0.05; \*\*, *P* < 0.01.

## S1 Table

### The primers for mutant screening.

| gene          | Primer name | sequence (5'-3')        |
|---------------|-------------|-------------------------|
| <i>z-pld6</i> | Cas9-F      | TGATTTGTGACTGACTGTTTAC  |
|               | Cas9-R      | CGCTTGTGTGACTTTGGTA     |
|               | Melt test-F | TGTTGCGTTTGTCTCTGGG     |
|               | Melt test-R | GACGCAGACTTGAGGTGAA     |
| <i>z-tp53</i> | Cas9-F      | TTACATGAAATTGCCAGAGTATG |
|               | Cas9-R      | CAACTGAACTGTTTCGGATAGC  |

## S2 Table

### The primers for RT-qPCR.

| primers             | Sequence                     |
|---------------------|------------------------------|
| pld6-RT-F           | 5'-TGGGTGTGGAGTGGTTAAA-3'    |
| pld6-RT-R           | 5'-TGCCGTGAGGAAGAGGAC-3'     |
| $\beta$ -actin-RT-F | 5'-GACATCAAGGAGAAGCTGTGC-3'  |
| $\beta$ -actin-RT-R | 5'-GAGGAGGGCAAAGTGGTAAAC-3'  |
| cyp2x7-RT-F         | 5'-CCTTCATACCCTTCTCCAC-3'    |
| cyp2x7-RT-R         | 5'-ATGGTGAGCCCAAATACA-3'     |
| mgmt-RT-F           | 5'-GACTGGCTTCAATGCTACTT-3'   |
| mgmt-RT-R           | 5'-GTTTACCAACTCCCCTTC-3'     |
| pex10-RT-F          | 5'-ATCAGGTCAGTCAGTCCTCGTC-3' |
| pex10-RT-R          | 5'-CGGGCATTCACTTGGTAT-3'     |
| tpi1a-RT-F          | 5'-ATGAACGGCGATAAAGAGT-3'    |
| tpi1a-RT-R          | 5'-CTCCTTTGGGCACCTTAT-3'     |
| ccnd3-RT-F          | 5'-GGAGAAGCCGAACATCAG-3'     |
| ccnd3-RT-R          | 5'-CACGGCACTCTGGGACAT-3'     |
| brf2-RT-F           | 5'-GTGCGGCTCATCTCGTGT-3'     |
| brf2-RT-R           | 5'-GTAGAGGTGAAAAACGGCA-3'    |
| ctc1-RT-F           | 5'-CTTGACGGACAGGTGGG-3'      |
| ctc1-RT-R           | 5'-ACGCCGATGCCTGATAC-3'      |
| tbpl2-RT-F          | 5'-CGCAGAAAGAGTCCACACA-3'    |
| tbpl2-RT-R          | 5'-GGGCAAGCAAGATTCACAG-3'    |
| snape1a-RT-F        | 5'-TTTTCGGCTATCTGGAGG-3'     |
| snape1a-RT-R        | 5'-AGAAGGTAACTGTAGGCTGTG-3'  |
| tdrd5-RT-F          | 5'-GCACCTCGCCCTCATACA-3'     |
| tdrd5-RT-R          | 5'-GATGCCGTCCGACAAGAA-3'     |
| zgc:103482-RT-F     | 5'-GAGCCAAAGAAACTTCAACC-3'   |
| zgc:103482-RT-R     | 5'-TTCAACAGAGAAACTGAGGGG-3'  |
| org-RT-F            | 5'-CAGTCTGTACCAGCATCGG-3'    |
| org-RT-R            | 5'-ACCTCCTCGTCCTCATCC-3'     |
| sept4a-RT-F         | 5'-TGTGCCTCTGGTGCCTGT-3'     |

|                       |                                 |
|-----------------------|---------------------------------|
| sept4a-RT-R           | 5'-TGTCTTTGACGCATCTGTTCT-3'     |
| trim35-7-RT-F         | 5'-TCTTTGTTTCCAGACCCAC-3'       |
| trim35-7-RT-R         | 5'-CAGGAGTGTAGTGGACGATGT-3'     |
| chtopb-RT-F           | 5'-ACCGCTTCACCAGTTTGC-3'        |
| chtopb-RT-R           | 5'-CTCGCCTTCACGTTTCATG-3'       |
| si:dkey-189g17.2-RT-F | 5'-TGTTGATGAGGTCACTGTTTG-3'     |
| si:dkey-189g17.2-RT-R | 5'-AAGCCCTCCTTCGTTTTGTA-3'      |
| mad2l1bp-RT-F         | 5'-GCAGGACGACATTGGAGA-3'        |
| mad2l1bp-RT-R         | 5'-ATCTACAGAGTGTGGAGGCA-3'      |
| frmd3-RT-F            | 5'-AACAGAGGCATTGGTTGGAC-3'      |
| frmd3-RT-R            | 5'-TGGGCTCCTGAGGGTAGA-3'        |
| ildr1b-RT-F           | 5'-GGAACGGAGTACCGACAG-3'        |
| ildr1b-RT-R           | 5'-TGAGCAGCACAGTTAGCC-3'        |
| rnf17-RT-F            | 5'-CAGCAGCCAGGAGGATTA-3'        |
| rnf17-RT-R            | 5'-CATTTGGCGTGCGGATAT-3'        |
| gk5-RT-F              | 5'-GGGATGGCTTCGTCACGT-3'        |
| gk5-RT-R              | 5'-CCGTTCCAGGACCTCACC-3'        |
| dnml1-RT-F            | 5'-AGCCAGTCAGGTGATCGCCGA-3'     |
| dnml1-RT-R            | 5'-CGCAGGGTTCGCGTGAAGGG-3'      |
| mfn1b-RT-F            | 5'-CTGGGTCCCGTCAACGCCAA-3'      |
| mfn1b-RT-R            | 5'-ACTGAACCACCGCTGGGGCT-3'      |
| opa1-RT-F             | 5'-GCCGGAAGTGTAGTTACCTG-3'      |
| opa1-RT-R             | 5'-AGGTGGTCTCTGTGGGTTGT-3'      |
| ppargc1a-RT-F         | 5'-GGCCCAGCGAGCCAAACCAA-3'      |
| ppargc1a-RT-R         | 5'-TGGCTTTGTGAGGAGGCGTGG-3'     |
| mfn2-RT-F             | 5'-CTCTCGACTGCAAGAGCAAAATC-3'   |
| mfn2-RT-R             | 5'-CACGACTGGTGAAGGATGGA-3'      |
| pink1-RT-F            | 5'-TGGTGGGTGAACAGAGGG-3'        |
| pink1-RT-R            | 5'-GTTTTTCCTGGTAACTCCGA-3'      |
| sqstm1-RT-F           | 5'-CTGAAAACCCAAATGAGAAT-3'      |
| sqstm1-RT-R           | 5'-GGGGTTACTTTGGTCCGC-3'        |
| map1lc2b-RT-F         | 5'-ACATTTGAGCAGCGGGTG-3'        |
| map1lc2b-RT-R         | 5'-TGGTTGGAGTTGAGTTGG-3'        |
| GypsyDR2-RT-F         | 5'-GAAATCACCTGTGCATTAC-3'       |
| GypsyDR2-RT-R         | 5'-ATGCAGACATTGGGTAAAGC-3'      |
| EnSpmN1-RT-F          | 5'-GATTGGCCATTGTGTTACATGC       |
| EnSpmN-RT-R           | 5'-GCTGTGACTGTCATAGGTTTACC-3'   |
| Ngaro-RT-F            | 5'-GGAGCGATCGAGACCTACC-3'       |
| Ngaro-RT-R            | 5'-CAATCATATCACGTGCTCCTCTCG-3'  |
| Polinton-RT-F         | 5'-CCTGACAATGTTGTCAGCCTG-3'     |
| Polinton-RT-R         | 5'-CATGAAAGCTAAGGGTATAACTCTG-3' |
| DIRS1a-RT-F           | 5'-GGGTGCGTCACGCTTGC-3'         |
| DIRS1a-RT-R           | 5'-GTAACCTCGAACGTTCCCC-3'       |
| L1-5-RT-F             | 5'-GCACAAAGGACAAATTCAGTGGAC-3'  |
| L1-5-RT-R             | 5'-GTCCACGTTTAGTATTACAGTTGC-3'  |
| LTR2-RT-F             | 5'-GGTGTGCTTAGAATGCCCTTGAC-3'   |
| LTR2-RT-R             | 5'-GGTTATACCTGTGGGTCACGTG-3'    |

How the deposited data were processed for this re-analysis (not part of the article)

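The data are RNA-seq counts of 12 juvenile zebrafish gonads, 2 ovaries and 4 testes at 25 dpf and 3 ovaries and 3 testes at 30 dpf. Each sample was a single gonad. According to the paper's methods, the authors mapped the reads with Hisat2 to the zebrafish reference genome and removed duplicates with Picard. They counted reads on exons by gene with HTSeq in its reverse-stranded mode. Whether the libraries were stranded could not be checked from the gene counts. The deposited counts are whole numbers without normalization. The columns of the count table are named by gonad size, age and number. Big gonads were read as ovaries and small gonads as testes because the paper describes wildtype juvenile gonads that way, and because the number of columns of each size and age equals the number of samples that carry each sex and age.

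The total count per gonad was 4471588 to 5331223, and 22117 to 23829 genes had a count in each gonad. A floor of 3 counts corresponds to 0.509 to 0.818 CPM (counts scaled to the size of the library). Floors cover counting error only. A fold against a group whose gonads were all at or under 3 counts was computed against the highest floor of that group and is a lower bound.

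Per-gene differences were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr on the 4 groups, which kept 19292 of 32520 genes, and scaled by TMM. A quasi-likelihood model with 1 mean per group was fitted to all 12 gonads together, since the 25 dpf ovaries have 2 samples, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The comparisons were ovary against testis averaged over both ages, at 25 dpf and at 30 dpf, the dependence of that difference on age, and 30 against 25 dpf within each sex. Standard errors of log2 fold changes were obtained from the fold change and the F statistic.

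For the clustering, the paper's methods name the most variable 25% of genes and k-means, and the expression matrix was normalized by TMM. The paper's text does not name the measure of variation or how each gene was scaled before k-means. Here the median absolute deviation of log2(TMM CPM + 1) over the 12 gonads was used among genes with at least 1 count. The 4 group means of the kept genes were centred and scaled for each gene and divided into 6 clusters with 50 starts. The ovary cluster is the one with the largest gap between its lowest ovary mean and its highest testis mean, and the testis cluster the reverse. Principal components were computed from log2(TMM CPM + 1) of the 19292 genes kept for the test. Differences between ages on the first 2 components were tested with ages permuted within each sex, and the counts of every gonad were also drawn at random without replacement down to the lowest total of 4471588. These tests were added after the plot of the components was seen. A cluster was said to follow sex when the largest gap between its sorted group means parted both ovary groups from both testis groups.

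The designs and the alternatives were fixed before the data were examined: DESeq2 1.42.0, other size factors, other filters, fewer samples in the model, no interaction, a replicate block, robust dispersion, each gonad left out, and for k-means other measures of variation, pseudocounts, filters and numbers of clusters. The replicate numbers come from the sample labels, and gonads with equal numbers differ in sex or age, so that they come from different animals. The numbers in the column names were taken as these replicate numbers. Neither the paper nor the labels state this.

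The methods were tested on simulated counts drawn from the real means, dispersions and library sizes with a seeded set of genes changed 4-fold or 16-fold. For ovary against testis averaged over both ages, edgeR recovered 63.5% of 96 genes changed 4-fold and 91% of 100 genes changed 16-fold, and called 6 unchanged genes of 18959 tested. DESeq2 recovered 82.3% and 99% and called 47 unchanged genes. At 25 dpf, edgeR recovered 37.1% of 97 4-fold and 75% of 96 16-fold changes (18943 genes tested), at 30 dpf 42.3% of 97 and 76.5% of 98 (19032 genes tested), and for the dependence of the difference on age 27.3% of 99 and 58.8% of 97 (19000 genes tested). For 30 against 25 dpf, edgeR recovered 29.9% of 97 4-fold and 78.4% of 97 16-fold changes in ovaries (18987 genes tested), and 44.4% of 99 and 80% of 95 in testes (18986 genes tested). The clustering placed 50 of 50 genes raised 16-fold in ovaries and 46 of 50 genes lowered 16-fold in the matching cluster among 6904 genes clustered. An estimate of RNA from the other sex's gonad was also tested. It went through 5 forms, all tried on simulated counts only, before the last was applied to the gonads. The last form still did not recover the simulated share from both sets of genes: for a testis made with 20% ovary RNA it gave 18.2% from genes high in ovaries and 36.0% from genes high in testes.

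The genes named in the text were to be the genes that the paper names and the largest changes with a symbol. Because the files do not pair the Ensembl identifiers with symbols, this was reduced to the identifiers of the 2 largest increases and the 2 largest decreases between ovaries and testes with an adjusted p under 0.05 and every ovary on the same side of every testis. For the same reason the planned results on gene sets, mitochondrially encoded transcripts and *pld6* were not analysed here, and neither were gene length and GC content.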

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

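The test of abundance below was set before its result was seen, its comparison with genes that were not called was added afterwards, and no other test was made for these results.

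In 25 dpf testis replicate 1, the 100 most abundant genes held 21.6% of the counts, far from the other testes of that age, which had 14.7% to 15.8%. The gap to the nearest of them was 0.831 of the range of the 4 testes, just past Dixon's critical value. The 25 dpf testes were examined in this way for 15 measures, and this was the only one past the critical value. Chance puts about 1 in 20 measures past it, so that 1 among 15 is what chance gives. When this testis was left out, 1199 genes were higher in ovaries and 611 higher in testes at 25 dpf, the lowest counts among the fits that each left out a gonad, against 1666 and 886 with it. Then 4 genes were called between ages in testes and 3 for the dependence of the sex difference on age, and over both ages 4079 genes were higher in ovaries and 3934 higher in testes. No explanation for the larger share was tested, technical or biological.

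The paper clustered only the most variable 25% of genes. Outside them, 4201 of the 12543 tested genes were called between ovaries and testes, 2172 higher in ovaries and 2029 higher in testes. Their median absolute log2 fold change was 0.79. It was 1.58 for the called genes among the variable ones, which were chosen by their variation over the same gonads, so that the larger value there follows from the choice. Low counts were tested as an explanation. Of these 4201 genes, 25.6% were below the median abundance of all tested genes, against 55.6% of the tested genes outside the variable 25% that were not called. Most of these genes were thus not of low abundance. Small differences are called more easily in abundant genes, so that looking at called genes only favours a low share, and low counts are left open for the genes below the median. Gene length and GC content were not tested, so a biological reading remains a hypothesis that cannot be told apart from those explanations.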

How the results depend on the processing

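The alternatives were chosen before the data were examined. Over both ages, the counts of genes higher in ovaries (4223) and in testes (4108) stayed within 1.5 times under all 8 alternatives, from 3311 to 4534 and from 3296 to 5057. The counts at 30 dpf did so too, from 2933 to 4074 and from 2635 to 4069. Upper-quartile normalization shifted the median log2 fold change over all genes from -0.13 to -0.27. It gave 3530 genes higher in ovaries against 5057 in testes over both ages, and 2971 against 4069 at 30 dpf. Which sex has more called genes over both ages and at 30 dpf thus depends on the scaling. Over both ages it also depends on the gonads entered. Without 30 dpf ovary replicate 3, 4178 genes were higher in ovaries and 4245 in testes.

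At 25 dpf, where the main counts were 1666 and 886, the genes higher in testes numbered 1696 with DESeq2, and 581 without a filter on low counts. Restricted to the groups compared, the counts were 850 higher in ovaries and 346 higher in testes.

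With the replicate number as a block, the counts at 25 dpf were 937 higher in ovaries and 368 higher in testes, 0 genes were called between ages in testes, and over both ages 3658 and 3328 genes were called. Equal numbers belong to different animals, and the deviations of same-numbered gonads from their group means had a mean correlation of -0.0034 over 15 pairs, so that the numbers do not pair the gonads.

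The results on age were the least stable. The main count for the dependence of the sex difference on age was 0, with 1952 genes at an unadjusted p under 0.05 where 964.6 would be reached by chance. DESeq2 called 102 genes, and 1 gene each was called without a filter, with at least 10 counts in every sample and with robust dispersion. Between ages in ovaries, the main count was 0 (2215 genes at an unadjusted p under 0.05), and DESeq2 called 182. Between ages in testes, the main count was 1 (2514 genes at an unadjusted p under 0.05). DESeq2 called 396 genes, the model without a filter 7, at least 10 counts in every sample 12, robust dispersion 7, and upper-quartile normalization and the model of testes alone 0. For the dependence on age, edgeR recovered 27.3% of 4-fold and 58.8% of 16-fold changes in simulated counts. On simulated counts DESeq2 called 47 unchanged genes where edgeR called 6, which was measured for the difference between ovaries and testes only.

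Leaving out each gonad in turn, the genes higher in ovaries over both ages numbered from 3354 to 4360 and those higher in testes from 2139 to 4245 across 12 fits. The lowest of these counts, 3354 and 2139, came without 25 dpf ovary replicate 2, where 1 ovary remains at 25 dpf and carries the mean of that group alone, and the genes tested also change. At 25 dpf they were from 1199 to 1774 and from 611 to 921 across 10 fits, and at 30 dpf from 2679 to 3906 and from 1985 to 3279. The dependence on age gave from 0 to 3 genes, the ages in ovaries from 0 to 1 and the ages in testes from 0 to 70. No count is given at 25 dpf, for ovaries by age or for the dependence on age without a 25 dpf ovary, since 1 ovary would remain. ENSDARG00000096579 lost its call in the same fit, and ENSDARG00000092920 lost its call in 8 of 12 such fits.

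For k-means, the ovary cluster (2476 genes) had 1280 genes and the clusters that do not follow sex (2484) had 1299 when variation was taken over the 4 group means, where a second cluster of 2023 genes also separated ovaries from testes. The testis cluster (2068) had 1363 genes with 7 clusters, where another cluster of 1190 genes was also higher in testes at both ages, so that in both settings the pattern was divided between clusters. The share of genes in the ovary and testis clusters that were called between the sexes was 78.7%, with untested genes counted as not called. Under 9 alternatives it ranged from 50.3% with a pseudocount of 0.1 to 85.3% with unlogged values. Across 12 clusterings that each left out a gonad it ranged from 71.7% to 80.2%. It left a confidence interval around 78.7% under 8 of the 9 and 6 of the 12. That interval treats genes as independent, which they are not, so that small changes also count. The calls were always those from all 12 gonads, and only the clusters were made anew. Under the other alternatives the sizes stayed within 1.5 times. With no normalization beyond library size, the testis cluster had 2022 genes. Another cluster of 1242 genes was also higher in testes at both ages, so that the pattern was divided there too. Leaving out each gonad, the ovary cluster had from 2146 to 2590 genes, the testis cluster from 1529 to 2142, and the clusters that do not follow sex from 2362 to 3323. TMM without the genes of mitochondrial DNA, and every alternative for gene sets, *pld6* and mitochondrially encoded transcripts, were not run. The genes named for the difference between the sexes do not have 10 counts in every sample and have no value under that filter. For each of the changes above, the cause was not tested.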

Differences from the paper's values

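For the cluster high in ovaries at both ages, the paper reports 1306 genes, and the clustering here gave 2476. Among the alternatives set before the data were examined, the size was within 1.5 times of the paper's with variation over the 4 group means (1280), with the genes passing filterByExpr (1715) and with no normalization beyond library size (1846). Over the 4 group means, another cluster of 2023 genes was also higher in ovaries at both ages, so that the smaller size there comes with a division of the pattern between clusters. With the variance, unlogged values, 5 clusters, 7 clusters, a pseudocount of 0.1, clustering on the 12 samples, and each gonad left out, it was not.

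For the cluster high in testes at both ages, the paper reports 1132 genes, and the clustering here gave 2068. The size was within 1.5 times of the paper's with unlogged values (1692), with the genes passing filterByExpr (1415), with 7 clusters (1363), with clustering on the 12 samples (1603) and without 25 dpf ovary replicate 2 (1529). With 7 clusters, another cluster of 1190 genes was also higher in testes at both ages. With the variance, variation over the 4 group means, 5 clusters, a pseudocount of 0.1, no normalization beyond library size, and each of the other gonads left out, it was not. The genes passing filterByExpr were the only one of these settings that met both values. In that setting 4823 genes were clustered in place of 7028, so that the smaller sizes come with fewer genes clustered.

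The paper's text and the legend of Fig. 1 name differently numbered clusters as the ovary cluster. Only the size given in the text was compared above. The cluster that the legend names was not compared, and the settings within 1.5 times of its size could be others. In Fig. 1A the largest cluster is high in 30 dpf ovaries alone, whereas the largest cluster here, with 2476 genes, was high in ovaries at both ages. With variation of unlogged values, a cluster of 899 genes was high in 30 dpf ovaries alone.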

Other observations

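The tests of the principal components and of the concentration of counts were chosen only after those patterns were seen. The counts of other groupings were set before.

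The difference between ovaries and testes over both ages was larger than other labels of the same gonads gave. Among the 32 relabellings within each age that part as many same-numbered pairs, 1, the real one, gave as many as 8331 genes. The next gave 5176 and changed the label of 10 of the 12 gonads, which exchanges most ovaries with testes, and the median was 0. In 20 relabellings that part other numbers of pairs, the highest count was 1. At 30 dpf, 1 of the 4 splits gave as many as 6789 genes, and 4 splits cannot give a share under 0.05. The other 6 splits gave at most 7. In 16 relabellings that part other numbers of pairs, neither the ovary cluster nor the testis cluster was as large. Among those that part as many pairs, the ovary cluster was as large in 1 of 32 relabellings and the testis cluster in 3 of 32. Of those 3, 1 is the real one and the others changed the label of 8 and 10 gonads, which exchanges most ovaries with testes, so that this count does not show that labels unrelated to sex give a testis cluster as large, nor does it reach a share under 0.05.

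The clusters that do not follow sex held no more genes than many other assignments of age gave. Their size is an indirect measure of age, since a cluster counts whenever its largest gap does not part the sexes. Of the 7028 variable genes, 2484 fell in clusters that do not follow sex. Ages were reassigned among gonads of the same sex. Of 32 assignments that part as many same-numbered pairs, 15 gave as many such genes, with a median of 2409 among the assignments other than the real one. Of 16 assignments that part other numbers of pairs, 2 gave as many, with a median of 2209.5. For 30 against 25 dpf in testes, 3 of 8 splits gave at least 1 called gene, and 8 splits cannot give a share under 0.05. Of 27 further splits, 8 gave at least 1, and the highest was 74. These tests do not show that the gonads were alike at both ages. The second principal component parted every 25 dpf gonad from every 30 dpf gonad (exact permutation test with ages permuted within each sex, two-sided, p = 0.0029, the smallest that 350 assignments allow). Library size was tested for this, since the total counts were mostly lower at 30 dpf. After the counts of every gonad were thinned to the lowest total, the ages were still parted within each sex, by at least 15.1 on the component, so that the number of counts does not account for it. On simulated counts, edgeR recovered 29.9% of 4-fold and 78.4% of 16-fold changes between ages in ovaries, and 44.4% and 80% in testes. The values in testes were no lower than the 42.3% and 76.5% for the sexes at 30 dpf. The simulation for testes held 99 tested genes changed 4-fold and 95 changed 16-fold. Had as many genes changed this much in the gonads, more than 1 would be expected among the calls. With fewer changed genes the adjusted threshold is stricter and recovery could be lower. A few such changes could thus have been missed. Smaller changes were not simulated. A difference with age spread over many genes is a hypothesis, and a difference between library batches cannot be excluded, since no batch is given for these gonads.

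Gonads of the same sex were spread along the first principal component. The 25 dpf testis replicate 4 at -30.2 was the testis nearest the ovaries, and 25 dpf ovary replicate 1 at 43.7 the ovary nearest the testes. Library size was tested among the 7 testes. Pearson's r between the total count and the component was 0.244 (exact permutation test, two-sided, p = 0.585) and Spearman's rho was 0.143 (exact permutation test, two-sided, p = 0.783). Without the 2 testes farthest from the median total count, r was 0.730. It was the only relation computed, the 5 ovaries are too few for it, and library size cannot be excluded. RNA from the other sex's gonad was estimated from genes that differ between the sexes. In 25 dpf testis replicate 4, the share was 13.3% from genes high in ovaries and 24.3% from genes high in testes, a ratio of 0.550. The estimate went through 5 forms on simulated counts and its last form returned 18.2% and 36.0% for a known 20%, so this ratio decides nothing, and admixture and a less advanced stage of the gonad cannot be told apart here.

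At 30 dpf, 50% of the counts were held by 945 ± 97.9 genes in ovaries and 1179 ± 59.8 genes in testes (SD, n = 3 each; exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). A few genes taking most of the counts was tested by leaving out the 100 most abundant genes. The lowest testis was then still 116 genes above the highest ovary, so these 100 genes do not account for the pattern. It is not particular to 30 dpf ovaries, since 25 dpf testis replicate 1 had 934 such genes before any were left out. Gene length and GC content were not tested, and a difference in the make-up of the ovary remains a hypothesis.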
